# Genome-wide identification and characterization of Glutathione S-Transferases (GSTs) and their expression profile under abiotic stresses in tobacco (*Nicotiana tabacum* L.)

**DOI:** 10.1186/s12864-023-09450-x

**Published:** 2023-06-21

**Authors:** Zejun Mo, Ying Huang, Tianxiunan Pu, Lili Duan, Kai Pi, Jiajun Luo, Benshan Long, Anbin Lu, Renxiang Liu

**Keywords:** *Nicotiana tabacum* L., GST family, Characterization, Expression pattern, Abiotic stress

## Abstract

**Background:**

Glutathione S-transferases (GSTs) are large and multifunctional proteases that play an important role in detoxification, protection against biotic and abiotic stresses, and secondary metabolite transportation which is essential for plant growth and development. However, there is limited research on the identification and function of *NtGST*s.

**Results:**

This study uses K326 and other six tobacco varieties (Hongda, HG, GDH11, Va116, VG, and GDH88) as materials to conduct comprehensive genome-wide identification and functional characterization of the *GST* gene in tobacco. A total of 59 *NtGST*s were identified and classified into seven subfamilies via the whole-genome sequence analysis, with the Tau type serving as the major subfamily. The *NtGST*s in the same branch of the evolutionary tree had similar exon/intron structure and motif constitution. There were more than 42 collinear blocks between tobacco and pepper, tomato, and potato, indicating high homology conservation between them. Twelve segmental duplicated gene pairs and one tandem duplication may have had a substantial impact on the evolution and expansion of the tobacco *GST* gene family. The RT-qPCR results showed that the expression patterns of *NtGST*s varied significantly among tissues, varieties, and multiple abiotic stresses, suggesting that *NtGST* genes may widely respond to various abiotic stresses and hormones in tobacco, including *NtGSTF4*, *NtGSTL1*, *NtGSTZ1*, and *NtGSTU40*.

**Conclusions:**

This study provides a comprehensive analysis of the *NtGST* gene family, including structures and functions. Many *NtGSTs* play a critical regulatory role in tobacco growth and development, and responses to abiotic stresses. These findings offer novel and valuable insights for understanding the biological function of *NtGSTs* and the reference materials for cultivating highly resistant varieties and enhancing the yield and quality of crops.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09450-x.

## Background

Plant secondary metabolites are a class of non-essential small-molecule organic compounds produced by secondary metabolic processes. Despite not being directly involved in the growth and development of plants, they are crucial for ecological adaptation [1]. Studies have shown that plant glutathione S-transferases (GSTs) are crucial for secondary metabolism and responding to various biotic and abiotic stresses [2, 3]. In both eukaryotes and prokaryotes, GSTs (EC2.5.1.18) are a superfamily of dimeric proteases with multiple biological functions [3, 4]. Up to 90 genes in plants encode GSTs, which is mainly distributed in the cytoplasm, with a few in the chloroplasts and the nucleus [5], and plays an important role in plant detoxification [6]. It catalyzes the covalent binding of reduced glutathione (GSH) with hydrophobic and electrophilic substrates to form conjugates that are isolated in vacuoles or transferred to the apoplast, thereby degrading both endogenous and exogenous harmful substances[2]. Simultaneously, in many plants, GSTs serve as a non-enzymatic catalytic carrier, allowing anthocyanins to combine with GSH and selectively transfer anthocyanins to vacuoles by ABC transporters [7–9].

Each subunit of glutathione transferase contains two N-terminal and C-terminal domains with different spatial structures [10]. The N-terminal consists of a β-sheet and an α-helix and is more conserved, whereas the latter consists of 4–7 α-helices, connected to the N-terminal domain by a short sequence of about ten amino acids [11]. The major differences in the structure and sequence of different *GST* genes are reflected in the N-terminal and C-terminal domains, which determine the substrate specificity [12]. In higher plants, based on the sequence characteristics of *GST* genes, they can be classified into eight typical subfamilies, including Tau (U), Phi (F), Lambda (L), Zeta (Z), Theta (T), elongation factor 1 gamma (EF1Bγ), dehydroascorbate reductase (DHAR), and tetrachlorohydroquinone dehalogenase (TCHQD) [13, 14]. However, in some species, *GST*s can be classified into 14 categories, where the remaining six include metaxin, Ure2p, microsomal prostaglandin E synthase type 2 (PGES2), hemerythrin, iota, and glutamate hydroxyquinone reductases (GHR) [15, 16]. The discovery and characterization of *GST* gene families have become increasingly precise in recent years due to species genome sequencing. Additionally, there are significant differences in the number and classification of *GST* genes among different species. According to existing reports, there are 79 *GST*s in rice [17], 55 *GST*s in Arabidopsis [18], 40 in radish [19], 22 in Salix [20], 73 in Medicago [21], and 38 in apple [22].

The ability of plants to adapt to adversity can be improved by the *GST* genes. The function of the *GST* gene family has been isolated and identified in many species, including Arabidopsis [23], cotton [24], Chinese cabbage [25], etc. According to studies, *GST*s enhance plant resistance to salt stress by elevating antioxidant enzyme activity, increasing chlorophyll content, reducing reactive oxygen species accumulation [26], and decreasing cell membrane damage [27]. Plant *GST* genes are crucial for maintaining the balance between cell turgor and reactive oxygen species [28], reducing oxidative damage caused by drought, and enhancing plant tolerance to drought stress [29, 30]. In response to low-temperature stress, *GST*s can catalyze the reaction of GSH with membrane lipid peroxides, reducing the damage that low-temperature stress causes to the cell membrane structure [7, 31]. The *GST* genes also involving the pathogen resistance [32], and it has found that the interaction between *TaGSTU6* and *TaCBSX3* may positively enhance wheat resistance to powdery mildew [33]. Furthermore, *GST*s are crucial in heavy metal stress [34, 35], herbicide detoxification [36], high temperature [37], light [38], and hormonal response [39].

Tobacco is a model plant for studying various biological phenomena and is an important leaf cash crop [40, 41]. For analyzing the expression pattern of the tobacco *GST* genes, many studies have focused on the cloning and validation of a single gene [42, 43]. However, there is no relevant report on the identification, characterization, and expression pattern analysis of the tobacco *GST* gene family. In this study, a comprehensive identification and analysis of the tobacco *GST* gene family have been conducted, including subfamily classification, gene naming, gene structure and motif, distribution on chromosomes, sequence comparison, phylogenetic tree, and the expression profile of *NtGST*s under different stresses have been analyzed. This can provide evidence for analyzing the role of the *NtGST*s and cultivating novel resistant tobacco varieties. At the same time, it is crucial to predict the function of the *GST* genes in other crops and improve the quality traits and stress resistance of crops.

## Results

### Identification and phylogenetic analysis of members of the *NtGST*s gene family

In this study, 59 *NtGST*s in seven subfamilies were identified in the genome of tobacco K326 and were named according to their location and order on chromosomes. Simultaneously, the physical and chemical properties and basic characteristics of these 59 genes were analyzed. Table S1 provides basic information on the length of the amino acid, isoelectric point (pI), protein molecular weight (Mw), and predicted subcellular location (Supplementary file 1). These NtGST proteins varied substantially in their amino acid composition, ranging from 61 to 512. Among them, *NtGSTZ2* was the smallest protein, encoding 61 amino acids, and *NtGSTL1* was the largest protein, encoding 512 amino acids. Mw varied significantly among different genes, with the mean Mw of 28264.41 KDa, the lowest Mw of 6909.98 KDa (*NtGSTU39*), and the highest Mw of 59313.6 KDa (*NtGSTU1*). The isoelectric point (pI) varied significantly among the same subfamilies, ranging from 4.63 (*NtGSTL3*) to 9.44 (*NtGSTL2*). Subcellular localization predictions found that there were 43 NtGST proteins located in the cytoplasm, with six *NtGST* located in the chloroplast, six in the nucleus, two (*NtGSTL2* and *NtGSTZ3*) in the chloroplast thylakoid membrane, one (*NtDHAR2*) in the mitochondrion, and one (*NtGSTZ4*) in the organelle membrane.

To investigate the phylogenetic relationship of tobacco GST proteins, we constructed an evolutionary tree of 59 tobacco and 56 Arabidopsis GST proteins using the maximum likelihood method (Fig. 1). All identified *NtGST*s were divided into seven subfamilies, including Tau subfamily (U), Zeta subfamily (Z), Lambda subfamily (L), Theta subfamily (T), Dehydroascorbate reductase subfamily (DHAR), Tetrachlorohydroquinone dehalogenase-like subfamily (TCHQD), and Phi subfamily (F). Among them, the Tau subfamily was the largest group, representing 67.8% of the number of all NtGST proteins (*NtGSTU1–40*). Moreover, five proteins (*NtGSTF1–5*) were classified as Phi subfamily, three proteins (*NtGSTL1–3*) as Lambda subfamily, four proteins (*NtGSTZ1–4*) as Zeta subfamily, two proteins (*NtGSTT1–2*) as Lambda subfamily, three proteins (*NtDHAR1–3*) as DHAR subfamily, and two proteins (*NtTCHQD1–2*) as TCHQD subfamily. The phylogenetic relationship showed that the tobacco NtGST proteins had high homology with Arabidopsis AtGST proteins, suggesting that the evolution of *GST* genes between the two species was conservative and may have the same biological functions.

**Fig. 1:**
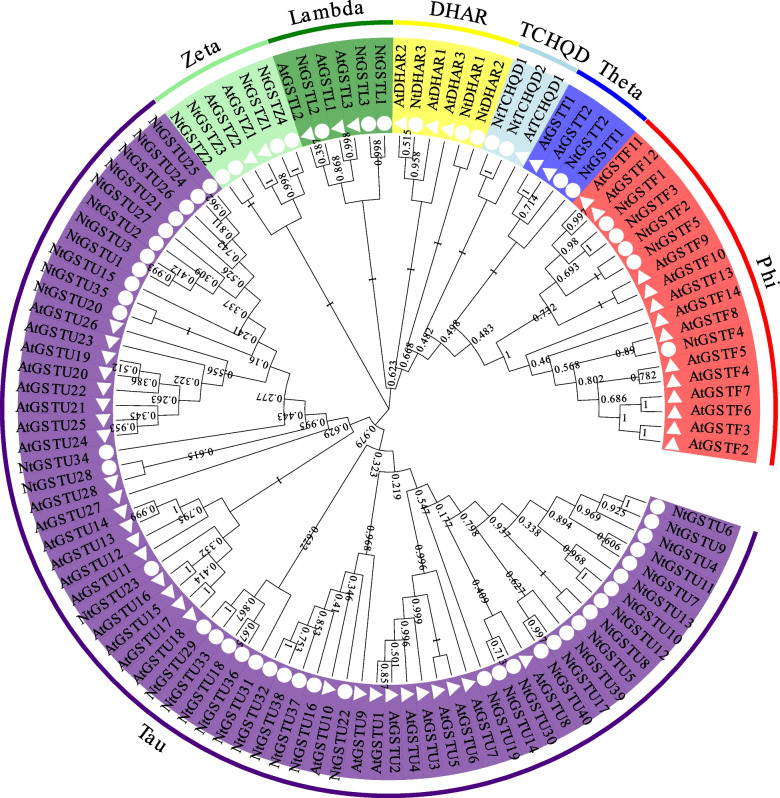
Unrooted phylogenetic tree representing the relationships among 59 *NtGST*s in tobacco and 56 *AtGST*s in Arabidopsis. The genes in tobacco are marked with a dot, while those in Arabidopsis are marked with a triangle. The different color blocks represent different subfamilies

### Gene structure and motif composition of the NtGST proteins

A total of 10 conserved motifs were identified in the *NtGST*s and named motif 1 to motif 10 to better understand tobacco NtGST proteins’ function. The findings suggested that those genes in the same branch of the phylogenetic tree contained similar motifs, suggesting that these genes might perform similar biological functions. Except for a few genes, the remaining *NtGST*s contained conserved motif 3. Most genes also contained motif 2, suggesting that these motifs can be used as markers to recognize *NtGST*s (Fig. 2A, 2B). Among the tobacco NtGST proteins, the Tau subfamily covers most motif types. The motifs annotation results showed that motifs 1, 3, and 5 were annotated as the GST-N domain, and motifs 2, 4, and 6 were annotated as the GST-C domain. After the conserved domain prediction and analysis of 59 tobacco NtGST proteins, all proteins were found to contain both GST-N and GST-C domains (Fig. 2C).

**Fig. 2:**
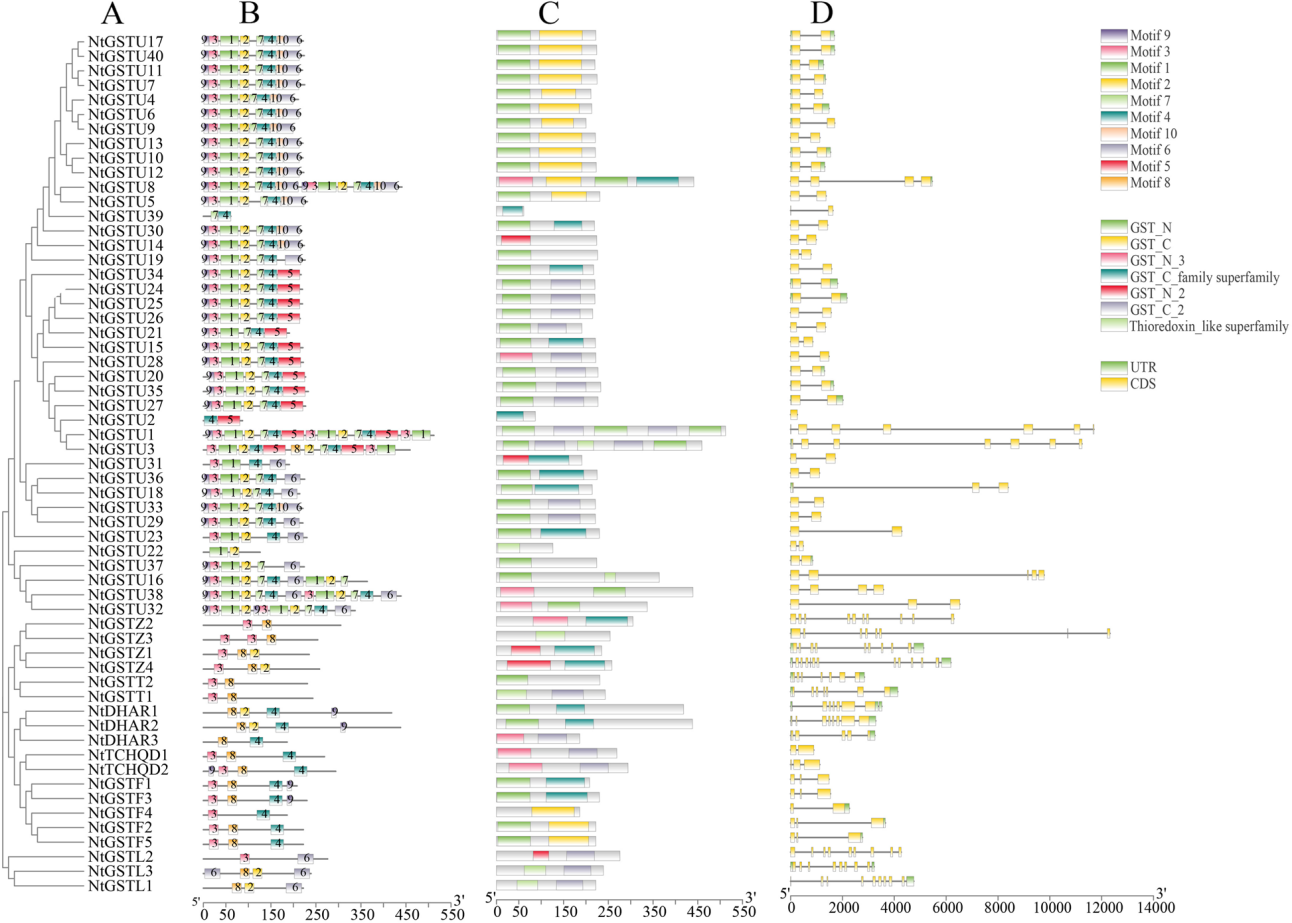
Phylogenetic, gene structure, and motif analyses of the *NtGST* genes. (**A**) The phylogenetic analysis of *NtGST* family genes in tobacco. (**B**) Amino acid motifs in the *NtGST* proteins (1–10) are represented by coloured boxes. Black lines indicate relative protein lengths. (**C**) Conserved domains of the *NtGST* genes. (**D**) Exons and introns are indicated by yellow rectangles, and black lines, respectively

The genomic sequences of tobacco NtGST proteins were examined to determine the number and structural information of their introns and exons. The findings revealed that all the NtGST proteins contained introns except for the *NtGSTU2*, and the numbers ranged from 1 to 12. About 57.6% of the *NtGST*s contained only one intron (Fig. 2D, Table S1). Furthermore, the number and structure of introns/exons with similar evolutionary degrees were also similar. There were many introns and exons in the Zeta subfamily, Lambda subfamily, and DHAR subfamily, among which the Zeta subfamily had the largest number, with an average of 10 exons and nine introns, and *NtGSTZ4* had 12 introns. In the Tau subfamily, most tobacco NtGST proteins, except for some genes, contained two exons and one intron. Furthermore, 32 NtGST proteins (54.2%) had untranslated region (UTR).

### Distribution of chromosomes and duplication events analysis of the NtGST proteins

Based on the genomic information of tobacco K326, chromosome localization analysis of tobacco *GST* protein was performed to further understand its distribution on the chromosome. The findings suggested that 59 NtGST proteins were localized on 21 chromosomes, and the number of proteins on each chromosome was significantly different (Fig. 3A). Most of the NtGST proteins (13, 22.0%) were distributed on chromosome 2, followed by distribution on chromosome 24 (5 NtGST proteins). There were four NtGST proteins distributed on chromosomes 7, 10, 19, and 20, respectively, three NtGST proteins on chromosomes 1, 4, and 8, and two NtGST proteins on chromosomes 13, 15, 17, and 21. Moreover, one NtGST protein was distributed on chromosomes 3, 5, 9, 12, 14, 16, 22, and 23, respectively. However, no protein was distributed on chromosomes 6, 11, and 18. During the evolution of species, gene duplication or loss might lead to the absence of NtGST proteins on some chromosomes. Furthermore, it was found that the distribution of NtGST proteins on chromosomes was not directly associated with chromosome length, size, etc.

**Fig. 3:**
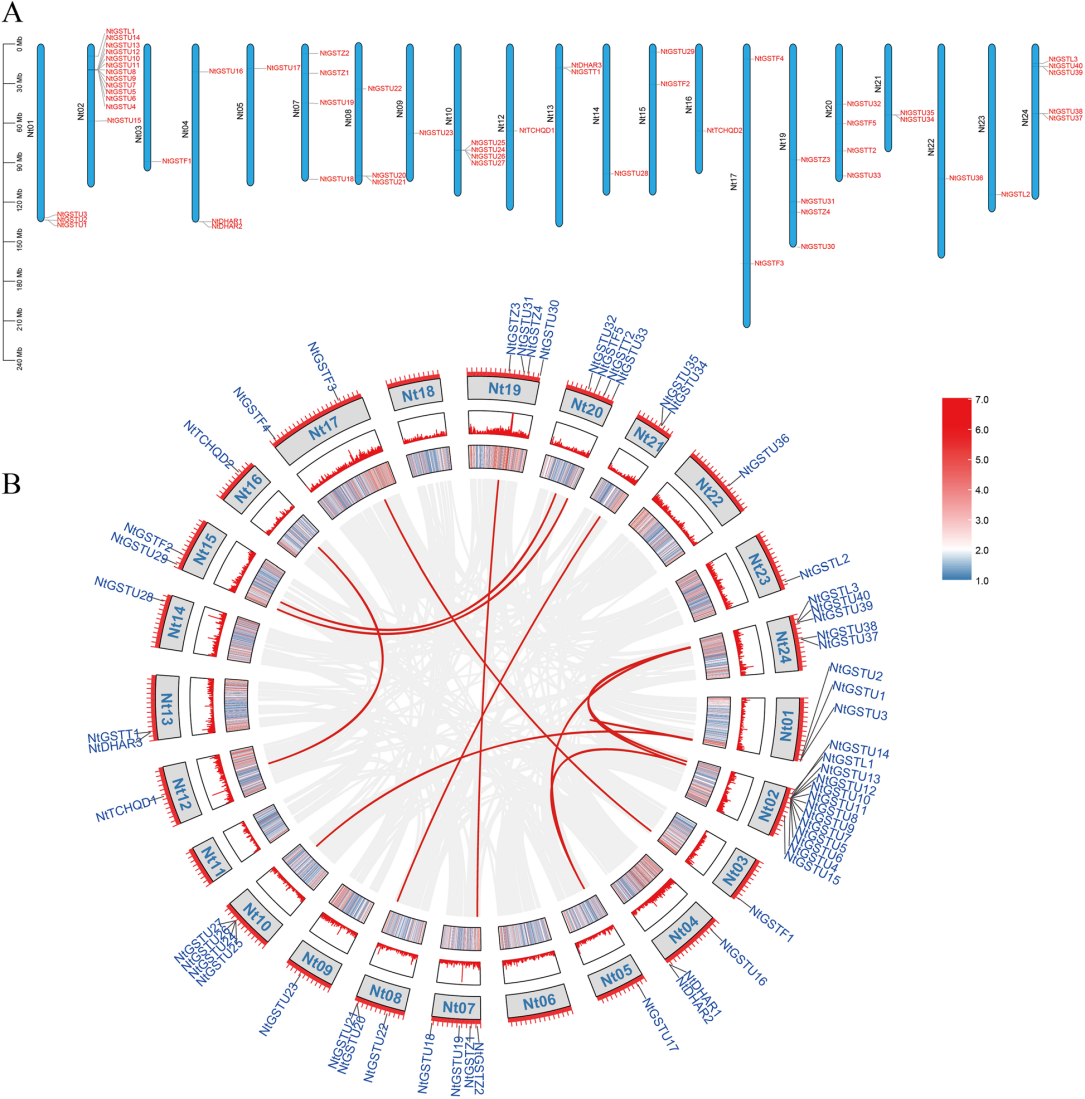
Distribution on chromosomes and duplication events analysis. **A** Schematic representations of the chromosomal distribution of the *NtGST*s*.* The blue vertical bars represent the tobacco chromosomes, Chromosome number is indicated to the left of each chromosome (black), and gene number is indicated to the right of each chromosome (red). **B** Schematic representations of the interchromosomal relationships of the *NtGST*s. The grey lines represent all colinear blocks in the tobacco genome, and red lines represent duplicated GST gene pairs

Segmental duplication often occurs during chromosome rearrangement, resulting in a large number of duplicated chromosome blocks in the genome. However, multiple members of adjacent homologous gene families amassed on one chromosome results in tandem duplication [44]. Tandem and segmental gene duplication can generate a large number of gene families and promote their amplification, which is critical for species genome evolution [45]. The duplication events of NtGST proteins at the genome-wide level were investigated to reveal the amplification mechanism of the tobacco *GST* gene family. The results revealed that twelve pairs of segmental duplicated genes and one pair of tandem duplication were unevenly distributed on 21 chromosomes and were connected by red curves (Fig. 3B; Supplementary file 2, Table S2), suggesting that the amplification of the tobacco *GST* gene family was associated with gene duplication events, and the segment duplication was the primary driving force for the generation of new members of the *NtGST* gene family.

### Collinearity analysis of the NtGST proteins in tobacco

According to the evolutionary relationship and motif composition of GST proteins in different plants, one dicotyledonous plant (*Arabidopsis thaliana*), two monocotyledonous plants (*Oryza sativa* and *Triticum aestivum*), and three Solanaceae plants (*Capsicum annuum*, *Lycopersicon esculentum*, and *Solanum tuberosum*) were selected for collinearity analysis to investigate the collinearity relationship between *GST* gene members and *NtGST*s in different species and their evolutionary origins. The findings revealed that 47 *NtGST*s displayed a collinearity relationship across the six species, indicating that during the process of evolution, tobacco *GST*s were highly conserved on the corresponding chromosomes. A total of 15, 4, 4, 42, 47, and 49 collinear blocks of *NtGST* genes were identified in *Arabidopsis thaliana*, *Oryza sativa*, *Triticum aestivum*, *Capsicum annuum*, *Lycopersicon esculentum*, and *Solanum tuberosum*, respectively (Supplementary file 3, Table S3). Based on these collinearity results, six collinear maps were drawn, representing homologous gene pairs in tobacco and other species connected by blue lines (Fig. 4). The results revealed that there were only a few collinear gene pairs between tobacco and monocotyledonous plants (*Oryza sativa* and *Triticum aestivum*), indicating that most *GST* genes were formed after the differentiation of dicotyledonous and monocotyledonous plants. However, there were more than 42 collinear blocks between tobacco and *Capsicum annuum*, *Lycopersicon esculentum*, and *Solanum tuberosum*, showing a high homology of the *GST* genes at the same family level.

**Fig. 4:**
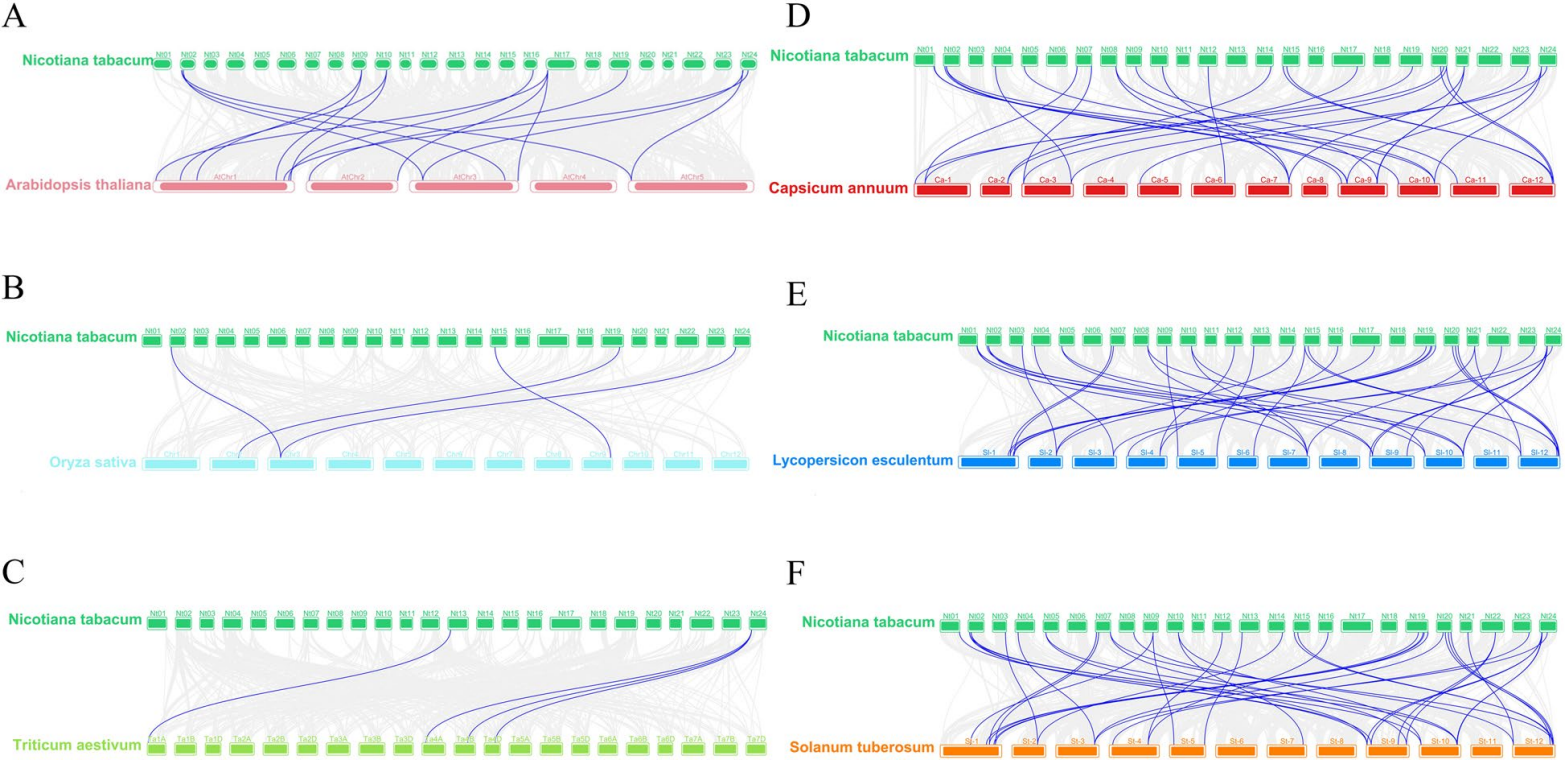
Collinearity analysis of GST genes between *Nicotiana tabacum* (tobacco) and six other species. **A**, **B**, **C**, **D**, **E**, and **F** are collinearity comparisons with *Arabidopsis thaliana* (arabidopsis), *Oryza sativa* (rice), *Triticum aestivum* (wheat), *Capsicum annuum* (pepper), *Lycopersicon esculentum* (tomato), and *Solanum tuberosum* (potato), respectively. The gray lines in the background represent the collinearity block in the genome of tobacco and other plants, while the blue lines highlight the collinearity GST gene pairs

### Prediction of *cis*-acting element analysis of tobacco NtGST proteins

The *cis*-acting elements include promoters, enhancers, regulatory sequences, and inducible elements, which primarily regulate target gene expression. The promoter sequence 2000 bp upstream of the transcription start site was selected and the *cis*-regulatory elements of 59 NtGST proteins were analyzed using the plant CARE website. The prediction revealed that these *cis-* acting elements primarily included hormone-related response elements such as auxin, abscisic acid (ABA), salicylic acid (SA), methyl jasmonate (MeJA), and gibberellin acid (GA), stress-related response elements such as light, dehydration, low-temp, and salt stresses, and wound-responsive elements (Fig. 5, Supplementary file 4, Table S4). Furthermore, these *cis-*acting elements were also found to contain elements related to the cell cycle, meristem expression, endosperm development, and circadian response. These findings indicated that *NtGST*s could be crucial for response to hormones, stress conditions, plant growth and development, and wound induction.

**Fig. 5:**
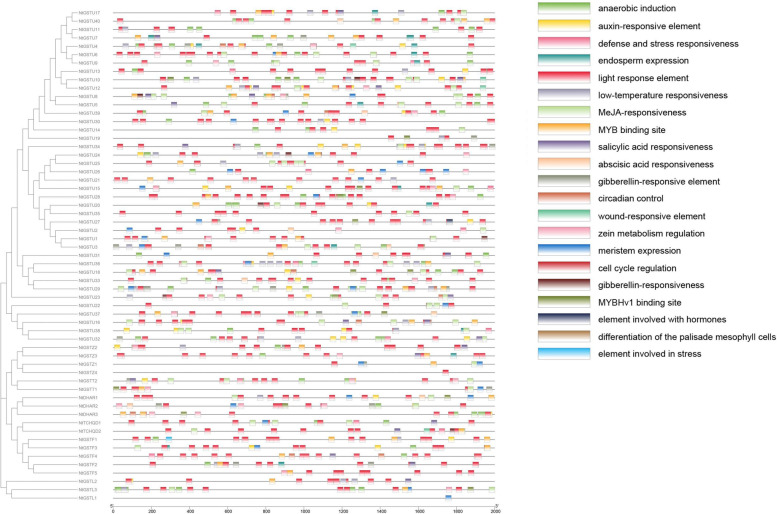
The *cis-*acting element analysis of 2000-bp sequences upstream of *NtGST* genes

### Transcriptome expression profile of NtGST proteins in different materials and tissues

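Glutathione S-transferases join glutathione to reactive or foreign compounds, and their transcripts were measured in roots, stalks and leaves of 6 tobacco materials by RNA sequencing. The samples were taken after topping, the removal of the flower head. The paper gives the time both as day 75 after transplanting and as 1 week after topping, with 3 plants in each replicate, and the sample labels state only that topping had been done. There were 54 libraries of total RNA, 3 from each tissue of each material, which makes 18 libraries per tissue. The labels name the materials Hongda, HxB, Basma, Va116, VxG88 and GDH88, and these names are used here. The 18 values in each column of Figs. 6A, B and C were compared, at 2 significant digits, with the means of 3 libraries. The columns HG, GDH11 and VG match the libraries labelled HxB, Basma and VxG88 in 18 of 18 values each, and those of any other label in at most 3. The deposited columns carry a number from 1 to 3 that no source ties to the replicate letters of the samples, so a library is named here by its material and its column number.
The deposited values are FPKM (fragments per kilobase per 1e+06 fragments) by the legend of Fig. 6, given to 2 decimals for genes with Nitab4.5 identifiers. The submitters' processing notes name HISAT2, StringTie and RSEM, while versions, options and the genome build are not given in the sources used here. The values of a library sum to 792647 to 823454 in leaf (median 807050), to 768375 to 832327 in stalk (median 823566) and to 773020 to 818154 in root (median 808234). Sums this close to each other could also be those of TPM values with some genes left out, so the unit rests on the legend. The files hold no read counts and the total depth is unknown. An approximate estimate from the steps between low values puts the depth of the libraries, relative to each other, at 0.796 to 1.29 in leaf, 0.813 to 1.1 in stalk and 0.844 to 1.13 in root. The median number of genes at 1 FPKM or more was 32846 in leaf, 32560 in stalk and 33380 in root. None of the 1431 pairs of libraries held identical values.
Tissues were compared on log2(FPKM + 1) with limma, with tissue and material in the model, over the 42820 genes with at least 1 FPKM in at least 3 libraries. The p-values were adjusted by the Benjamini-Hochberg method, and a gene is called higher or lower at an adjusted p under 0.05. A fold change on this scale understates the change of genes with low values. Of the 59 NtGST members in Table S1, 56 passed the filter. Reads of near-identical members can fit several of them, and how these were divided is not given in the sources used here, so the levels of close paralogs are uncertain.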

To further verify the function of tobacco GST protein, we selected 6 genes with relatively highest or lowest expression levels on different chromosomes and in different subfamilies from 59 *NtGST*s, and analyzed their transcriptome expression profiles in different tissues (roots, stalks, leaves) and different materials (Hongda, HG, GDH11, Va116, VG, and GDH88). The results showed that the expression patterns of six *NtGST*s in the same tissue were significantly different, indicating that *NtGST*s served different physiological functions in tobacco (Figs. 6A, B, and C). 

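NtGSTL1 had the lowest FPKM of the 6 genes in every library of leaf, stalk and root. NtGSTT2 had the highest mean rank in leaf (5.33, where 6 is the highest of the 6 genes in a library and n = 18 libraries) and in stalk (5.78), and NtGSTF4 had the highest in root (5.94). NtGSTU40 was low in leaf, with a mean rank of 2.22, and second in root, with 4.67. NtDHAR3 had a mean rank of 3.17 in leaf, 2.67 in stalk and 2.5 in root, and NtGSTZ1 had 4.56, 3.39 and 3.22. NtDHAR3 belongs to the dehydroascorbate reductases, which regenerate ascorbate, and NtGSTZ1 to the Zeta class, whose enzymes take part in tyrosine breakdown. NtGSTF4 and NtGSTU40 belong to the Phi and Tau classes, the large plant classes of detoxifying transferases.
The paper chose the 6 genes as those with relatively high or low levels in the same data, so a difference among them within a tissue was to be expected and the test below only describes it. Friedman's statistic was 71.8 in leaf, 76.8 in stalk and 75.6 in root. A permutation test that exchanged the gene labels within each library (two-sided, 100000 resamples) gave p = 1e-05 in each tissue, the smallest that it can give, and an adjusted p = 1e-05 over the 3 tissues. FPKM depends on the gene length used by the authors, so the ranks compare FPKM and not numbers of molecules.
Table S1 places NtDHAR3 (Nitab4.5_0000914g0290) on chromosome 13 from 133611144 to 133622843 with 5 exons, and NtGSTF4 (Nitab4.5_0002470g0030) on chromosome 17 from 80529414 to 80531225 with 2 exons. NtGSTL1 (Nitab4.5_0000848g0010) lies on chromosome 2 from 65970613 to 65971507 with 10 exons, and NtGSTT2 (Nitab4.5_0002776g0080) on chromosome 20 from 60403425 to 60406198 with 7 exons. NtGSTU40 (Nitab4.5_0000652g0050) lies on chromosome 24 from 119834362 to 119836084 with 2 exons, and NtGSTZ1 (Nitab4.5_0004176g0020) on chromosome 7 from 101221989 to 101223336 with 10 exons. The genome build of these positions is not named in the table. For NtGSTL1 the span is 895 bp, shorter than the 1536 bp needed to code for its 512 amino acids.
From the differences among the genes within a tissue, the paper concludes that NtGSTs served different physiological functions in tobacco.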

In other words, except *NtGSTL1*, the other five genes were expressed in three tissues, with significant expression in roots, followed by stems, and finally in leaves. 

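NtGSTF4 rose from leaf to stalk to root, and NtGSTT2 was highest in stalk. NtDHAR3 was lowest in stalk, and NtGSTL1 fell from leaf to stalk to root. NtGSTF4 was at 69.1 ± 22.8 FPKM in leaf (SD, n = 18 libraries), 124 ± 64.8 in stalk and 337 ± 150 in root, in this order in 6 of 6 materials. Its log2 fold change was 1.46 for root against stalk (standard error 0.18, adjusted p = 1.14e-09 from limma) and 0.74 for stalk against leaf (standard error 0.18, adjusted p = 0.00036). NtGSTT2 was at 78.1 ± 21.5 FPKM in leaf, 196 ± 140 in stalk and 109 ± 39.2 in root. It was lower in root than in stalk in 6 of 6 materials (log2 fold change -0.72, standard error 0.19, adjusted p = 0.000751) and higher in stalk than in leaf in 6 of 6 (1.18, adjusted p = 2.26e-07).
NtDHAR3 was at 48.2 ± 12.5 FPKM in leaf, 33.8 ± 10.9 in stalk and 57.3 ± 27.7 in root. Root was above stalk in 6 of 6 materials (log2 fold change 0.66, standard error 0.16, adjusted p = 0.000365), and stalk was below leaf in 6 of 6 (-0.52, adjusted p = 0.00375). Root and leaf did not differ by more than the spread between libraries (log2 fold change 0.14, standard error 0.16, adjusted p = 0.454 from limma), with root higher in 4 of 6 materials. NtGSTL1 was at 1.46 ± 0.671 FPKM in leaf and 0.616 ± 0.548 in stalk (SD, n = 18), where 2 libraries are listed at 0, and it is listed at 0 in 16 of the 18 root libraries, the highest of the other 2 being 0.13. Leaf was above stalk and stalk above root in 6 of 6 materials, and stalk against leaf gave a log2 fold change of -0.63 (standard error 0.11, adjusted p = 2.15e-06).
Root against leaf of NtGSTT2 was a log2 fold change of 0.46 (adjusted p = 0.0239), higher in root in 5 of 6 materials, and this call depends on the setting. It ended under quantile normalization (0.26, adjusted p = 0.189, with adjusted p-values from 0.00595 to 0.189 over the alternatives). It also ended in limma without replicate 1 (adjusted p = 0.133) or replicate 3 (0.0813). The same held without Basma (0.101), Hongda (0.0659) or HxB (0.0549), in fits with fewer libraries. As a rank percentile within the library it did not pass either (permutation test, adjusted p = 0.114).

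**Figure D1:**
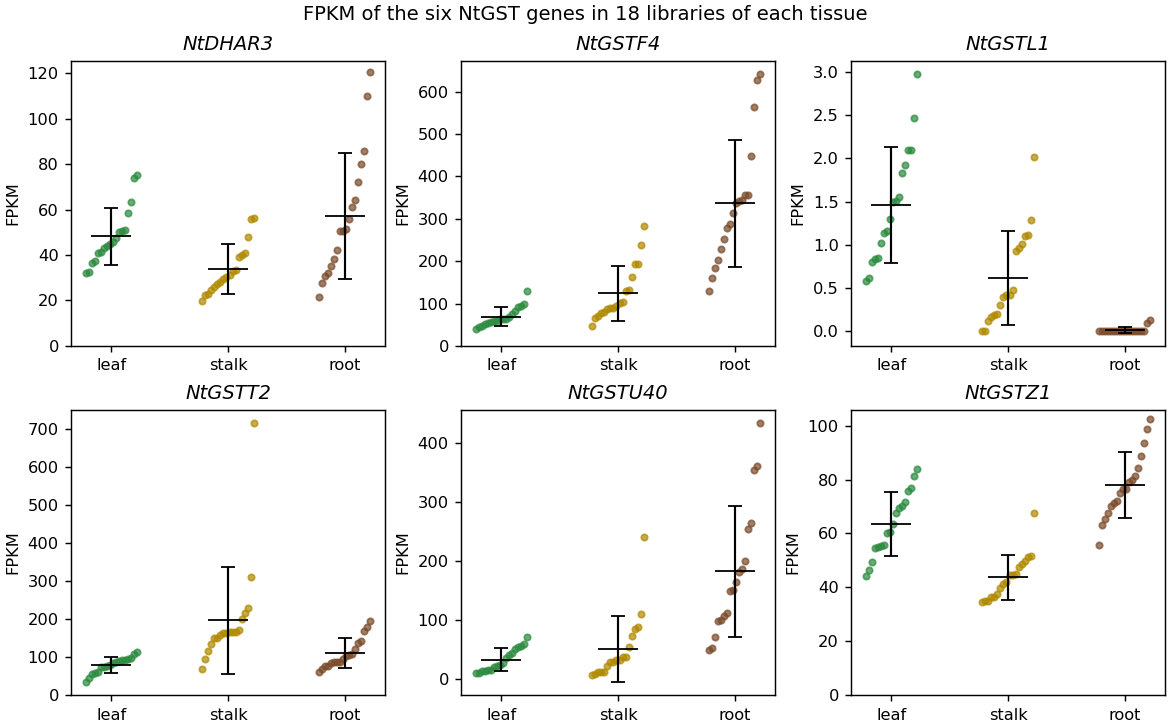
FPKM of the 6 genes (y axis, a separate scale for each gene) in leaf, stalk and root (x axis). Each point is 1 of 18 libraries per tissue, and the bar and whiskers are the mean and SD. The NtGSTT2 point far above the others in stalk is 1 library of Va116, and the root points of NtGSTL1 lie at or near 0.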

*NtDHAR3* showed a high expression level in the root of GDH88. 

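In root of GDH88, NtDHAR3 was at 120.4, 85.72 and 80.13 FPKM in the 3 libraries, against a mean of 49.7 ± 22.2 (SD) in the 15 root libraries of the other 5 materials. Of the 15 others, only 1 library, of HxB, was above the lowest of these, at 110.12. The log2 fold change of GDH88 against the other 5 was 1.02 (standard error 0.36). It did not pass after adjustment over the 38399 genes tested in root (adjusted p = 0.329 from limma). Taken alone, the difference gave p = 0.011 in an exact permutation test over the 816 ways to choose 3 of 18 libraries, two-sided, for a gene and material that the paper picked from these same libraries. The call came with all 54 libraries in 1 limma fit (adjusted p = 0.0436, in a range from 0.0436 to 0.98 over the alternatives). That fit shares 1 estimate of the spread over the tissues. In the fits of 1 tissue, the standard error for NtDHAR3 was 0.36 in root, 0.29 in stalk and 0.18 in leaf. The library labelled GDH88 2 matched VxG88 better than GDH88 over genes that differ among materials in the other tissues, and without it the log2 fold change was 1.09.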

The expression pattern of *NtGSTZ1* in tobacco plants revealed that the root had higher expression than the leaf, with the stem having the lowest expression. 

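NtGSTZ1 was the steadiest of the 6 genes between libraries, and its order of tissues was the same in 6 of 6 materials. It was at 77.9 ± 12.3 FPKM in root (SD, n = 18 libraries), 63.4 ± 11.9 in leaf and 43.7 ± 8.35 in stalk. Root was above stalk by a log2 fold change of 0.82 (standard error 0.079, adjusted p = 5.43e-13 from limma), and stalk was below leaf (-0.52, standard error 0.079, adjusted p = 8.34e-08). The difference between root and leaf was smaller (log2 fold change 0.30, standard error 0.079, adjusted p = 0.000758). Under quantile normalization it was 0.16 and no longer passed (adjusted p = 0.0638, with adjusted p-values from 2.96e-05 to 0.0638 over the alternatives).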

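NtGSTF4 had the highest mean of the 6 genes in root and NtGSTT2 had it in leaf and in stalk, while NtGSTU40, a Tau member, had the second highest mean in root and the fifth in leaf. NtGSTU40 was at 183 ± 112 FPKM in root (SD, n = 18 libraries), 50.6 ± 56.5 in stalk and 32.0 ± 19.4 in leaf. Root was above stalk by a log2 fold change of 2.21 (standard error 0.36, adjusted p = 5.98e-07 from limma) and above leaf by 2.48 (standard error 0.36, adjusted p = 3.59e-08), both in 6 of 6 materials. Of the 6 genes, NtGSTF4 alone had a similar rise from leaf to root, with a log2 fold change of 2.20 (adjusted p = 2.25e-15). Between stalk and leaf NtGSTU40 did not differ by more than the spread between libraries (log2 fold change 0.27, adjusted p = 0.529), with stalk higher in 5 of 6 materials. The stalk library Va116 2 lay far above the others, and without it the log2 fold change between stalk and leaf was 0.096 (adjusted p = 0.832, with adjusted p-values from 0.126 to 0.945 over the alternatives).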

*NtGSTF4*, *NtGSTT2*, and *NtGSTU40* had the highest expression levels in the three tissues, especially *NtGSTU40*, which had a certain tissue expression tendency to roots. 

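The means of the 6 materials spread more in stalk and root than in leaf for NtGSTF4, NtGSTT2 and NtGSTU40, and less for NtGSTZ1. For NtGSTZ1 the highest mean was 1.56 times the lowest in leaf, 1.30 times in stalk and 1.23 times in root, the last 2 being the lowest ratios of the genes compared. For NtGSTF4 the ratio was 1.59 in leaf, 2.81 in stalk, where the libraries of Basma were at 283.8, 161.87 and 193.62 FPKM and those of VxG88 at 89.17, 71.41 and 66.69, and 2.01 in root. For NtGSTU40 it was 1.43 in leaf, 4.34 in stalk and 2.06 in root. In stalk, the Va116 means of NtGSTU40 and NtGSTT2 are carried by the library Va116 2, at 240.64 and 714.42 FPKM. The stalk means of the other materials ran from 21.5 to 58.4 for NtGSTU40 and from 143 to 210 for NtGSTT2. The spread of these genes in stalk therefore rests in part on 1 library. In limma's F test over the 18 libraries of a tissue, none of the 6 genes differed among the materials at an adjusted p under 0.05, with NtGSTL1 in root below the filter and not tested. Of the 17 tests, the one on NtGSTZ1 in leaf alone was under 0.05 before adjustment, and its adjusted p from limma was 0.445. Its libraries in leaf were at 69.39, 81.39 and 83.97 FPKM in Hongda and at 46.48, 60.02 and 44.23 in Va116.
The test had limited power with 3 libraries per material. In simulated data, genes were changed up or down in 1 material. Of those changed by a log2 fold change of 2, the test found 60% in leaf, 59% in stalk and 50% in root. Of those changed by a log2 fold change of 1, it found 15%, 10% and 3%. Only genes with a mean log2(FPKM + 1) over 2 were changed, and genes varied independently. The power for members at low levels is therefore not known. Over all genes, 576 of 35971 differed among the materials in leaf, 145 of 35994 in stalk and 118 of 38399 in root. Genes that differ among materials in the other tissues assigned 49 of the 54 libraries to the material of their label and 5 to another material.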

At the same time, the expression pattern of the same gene in different materials was relatively consistent, indicating that these genes were highly conservative. 

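Within single tissues the 6 genes were about as often positively as negatively correlated. Of the 45 Pearson correlations, 15 in each tissue over its 18 libraries, 23 were negative, namely 9 in leaf, 5 in stalk and 9 in root. NtDHAR3 ran opposite to NtGSTF4 (r = -0.48), NtGSTT2 (r = -0.58) and NtGSTU40 (r = -0.45) in root, and its correlation with NtGSTZ1 there was -0.21. In leaf NtDHAR3 gave r = 0.39 with NtGSTT2, 0.45 with NtGSTU40, 0.38 with NtGSTZ1 and -0.12 with NtGSTF4. In stalk its 4 correlations lay between -0.14 and 0.043. None of these 12 passed after adjustment over the 45 correlations.
The strongest of the 12 was that with NtGSTT2 in root, with a permutation p = 0.0114 and an adjusted p = 0.0851 (rho = -0.65, permutation p = 0.00465). Without the 2 libraries farthest from the median of NtDHAR3, its r was -0.75. For NtGSTF4 in root p was 0.0422 (rho = -0.52, p = 0.0303) and for NtGSTU40 it was 0.0589 (rho = -0.52, p = 0.0275), both by permutation, and r without the 2 farthest libraries was -0.63 and -0.64. On log2(FPKM + 1) the correlation with NtGSTT2 in root was -0.67 and passed (adjusted p = 0.0237, in a range from 0.0237 to 0.765 over the alternatives). Other alternatives passed in the opposite direction in leaf, with NtGSTT2 as residuals from the material means (adjusted p = 0.0489) and with NtGSTU40 without replicate 2 (adjusted p = 0.0456). The one negative correlation that passed in any tissue was NtGSTL1 with NtGSTU40 in leaf (r = -0.69, permutation p = 0.00161, adjusted p = 0.0145; rho = -0.74, p = 0.00055). The permutation treats the 18 libraries as exchangeable. In leaf, libraries of different materials with the same column number deviated together (mean correlation 0.349). The p-values in leaf do not allow for this, so a handling shared by these libraries stays possible as a source.
Over 6 values per gene, each the mean of 1 material over 3 tissues, 9 of the 15 correlations were negative and 6 positive, and 15 of 15 lay within 0.02 of those printed in Fig. 6D. There NtDHAR3 gave -0.45 with NtGSTF4, -0.58 with NtGSTT2, -0.68 with NtGSTU40 and -0.47 with NtGSTZ1. With 6 materials none of the 15 passed, and the smallest p from an exact permutation test was 0.114.

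**Figure D2:**
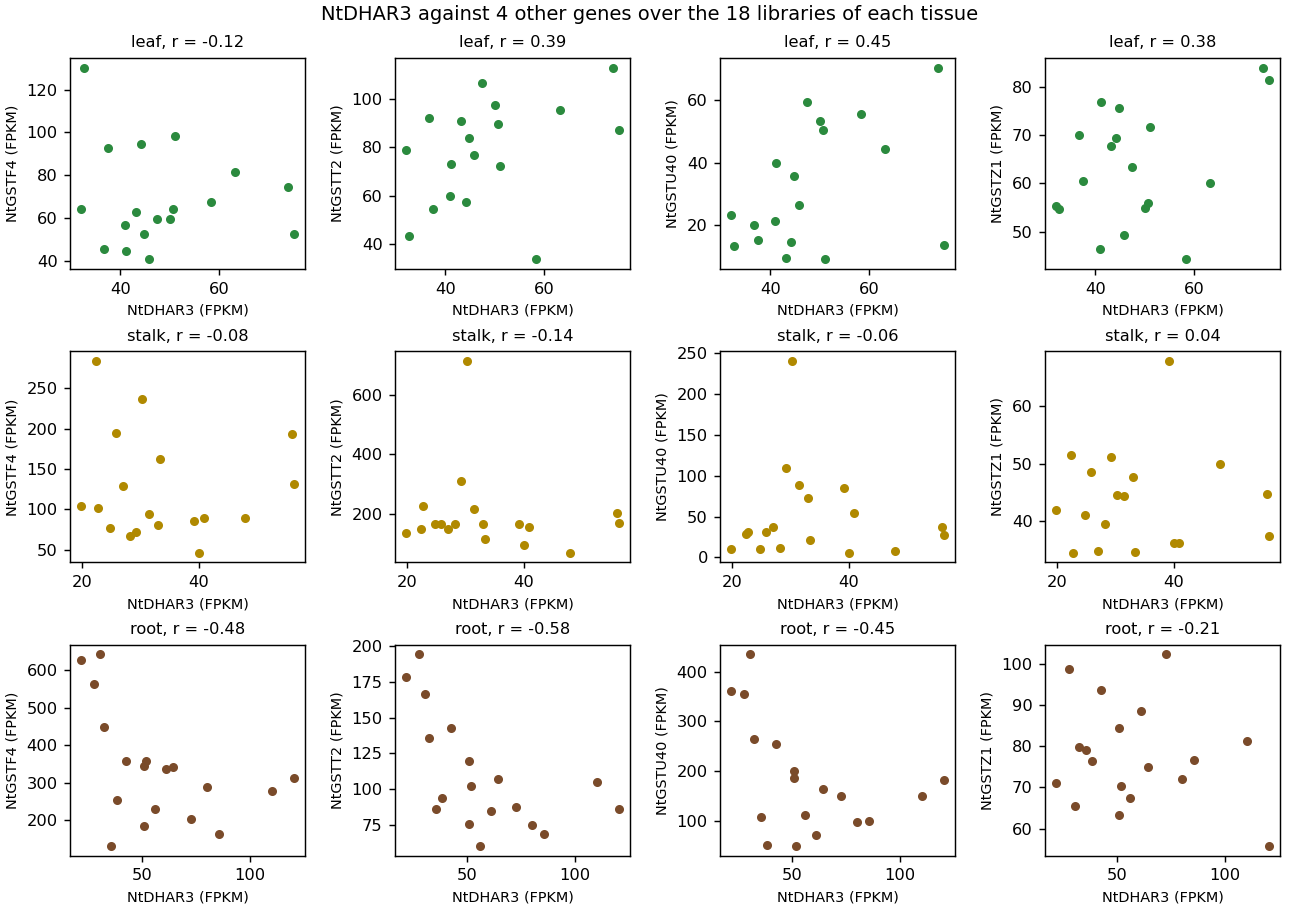
FPKM of NtDHAR3 (x axis) against FPKM of NtGSTF4, NtGSTT2, NtGSTU40 and NtGSTZ1 (y axis, columns) in leaf, stalk and root (panel rows from top to bottom). Each point is 1 of 18 libraries and r is Pearson's correlation. The points fall to the right for the first 3 genes in root, and in stalk 1 library lies far above the others for NtGSTT2 and NtGSTU40.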

Most *NtGST*s were negatively correlated in the three tissues; for example, the expression level of *NtDHAR3* was negatively correlated with *NtGSTZ1*, *NtGSTF4*, *NtGSTT2*, and *NtGSTU40* (Fig. 6D). Furthermore, some genes were positively correlated in the three tissues, such as *NtGSTU40*, which showed a positive correlation with *NtGSTZ1* and *NtGSTT2*.

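NtGSTU40 rose and fell with NtGSTT2 across the libraries of stalk and of root, and in root both also went with NtGSTF4. Its correlation with NtGSTT2 was 0.92 in stalk (permutation p = 5e-05, adjusted p = 0.00075 over the 45 correlations; rho = 0.74, p = 0.00069) and 0.86 in root (permutation p = 4e-05, adjusted p = 0.00075; rho = 0.68, p = 0.00263). In leaf it was 0.42 and did not pass (permutation p = 0.0859, adjusted p = 0.242). In root NtGSTF4 gave r = 0.90 with NtGSTT2 (permutation p = 1e-05, the smallest the test can give, adjusted p = 0.00045) and 0.82 with NtGSTU40 (adjusted p = 0.000787). With NtGSTZ1, NtGSTU40 gave r = -0.034 in leaf, 0.29 in stalk and 0.042 in root, and none passed (permutation p = 0.89, 0.207 and 0.867).
The stalk value owes part of its size to the library Va116 2, which was highest for both genes. Without the 2 libraries farthest from the median of NtGSTT2, r was 0.52 in stalk and 0.79 in root, and without Va116 2 alone it was 0.71 in stalk (adjusted p = 0.0145, in a range from 0.000112 to 0.937 over the alternatives).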

**Fig. 6:**
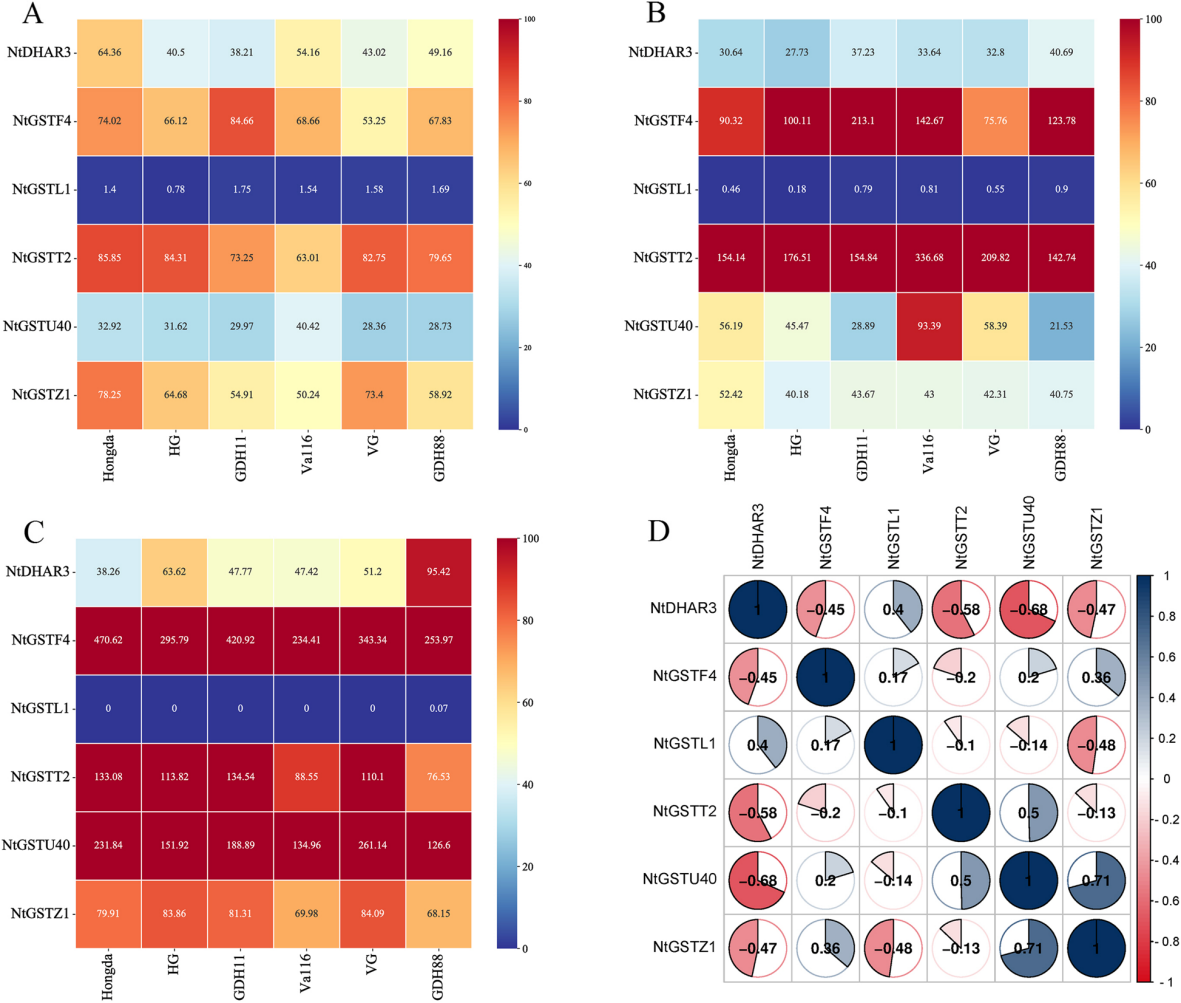
Transcriptome expression profile of *NtGST* genes in different materials and tissues. The data is expressed in FPKM values using transcriptome sequencing. The abscissa represents the material name (Hongda, HG, GDH11, Va116, VG, and GDH88, respectively). The ordinate represents gene name (*NtDHAR3*, *NtGSTF4*, *NtGSTL1*, *NtGSTT2*, *NtGSTU40*, and *NtGSTZ1*, respectively). The (**A**), (**B**), and (**C**) are the expression profiles of six *NtGST* genes in the leaves, stalks, and roots, respectively. (**D**) Positive number: positively correlated; negative number: negatively correlated

### Expression pattern analysis of *NtGST* genes in response to temperature

Previous *cis-*acting element prediction results showed that *NtGST*s had a certain response effect on temperature. To study the expression patterns of these genes in response to temperature stress, tobacco plants were treated with low (4 °C) and high temperatures (38 °C), and the expression level of six *NtGST*s was measured using qRT-PCR. The results revealed that different *NtGST*s expression patterns varied in high and low temperatures, as well as in roots, stalks, and leaves. Under low-temperature treatment, the expression pattern of *NtGSTL1*, *NtGSTT2*, and *NtGSTZ1* was relatively consistent, whether in the root, stalks, or leaf and indicated stimulated expression in the early stress response stage. Moreover, the expression level was first increased and then decreased (Fig. 7). While *NtGSTF4* expression was consistently induced in the root and stem, the expression level in the leaves was first increased and then decreased. *NtGSTU40* was highly expressed in the leaves after 12 h of treatment, more than 20 times higher than in the control group. Also, at high-temperature treatment, different *NtGST*s showed different response capacities (Fig. 8). In general, most genes, including *NtDHAR3*, *NtGSTF4*, *NtGSTL1*, and *NtGSTZ1*, responded significantly in the later stage of stress. However, the expression of *NtDHAR3* was inhibited in the early stage. In all three tissues, *NtGSTT2* and *NtGSTU40* were first increased and then decreased, and these two genes were induced in the roots and leaves at 12 h after treatment. These findings indicated that *NtGST*s have a certain response to temperature stress and could, under necessary conditions, enhance the plant’s defense against extreme temperature.

**Fig. 7:**
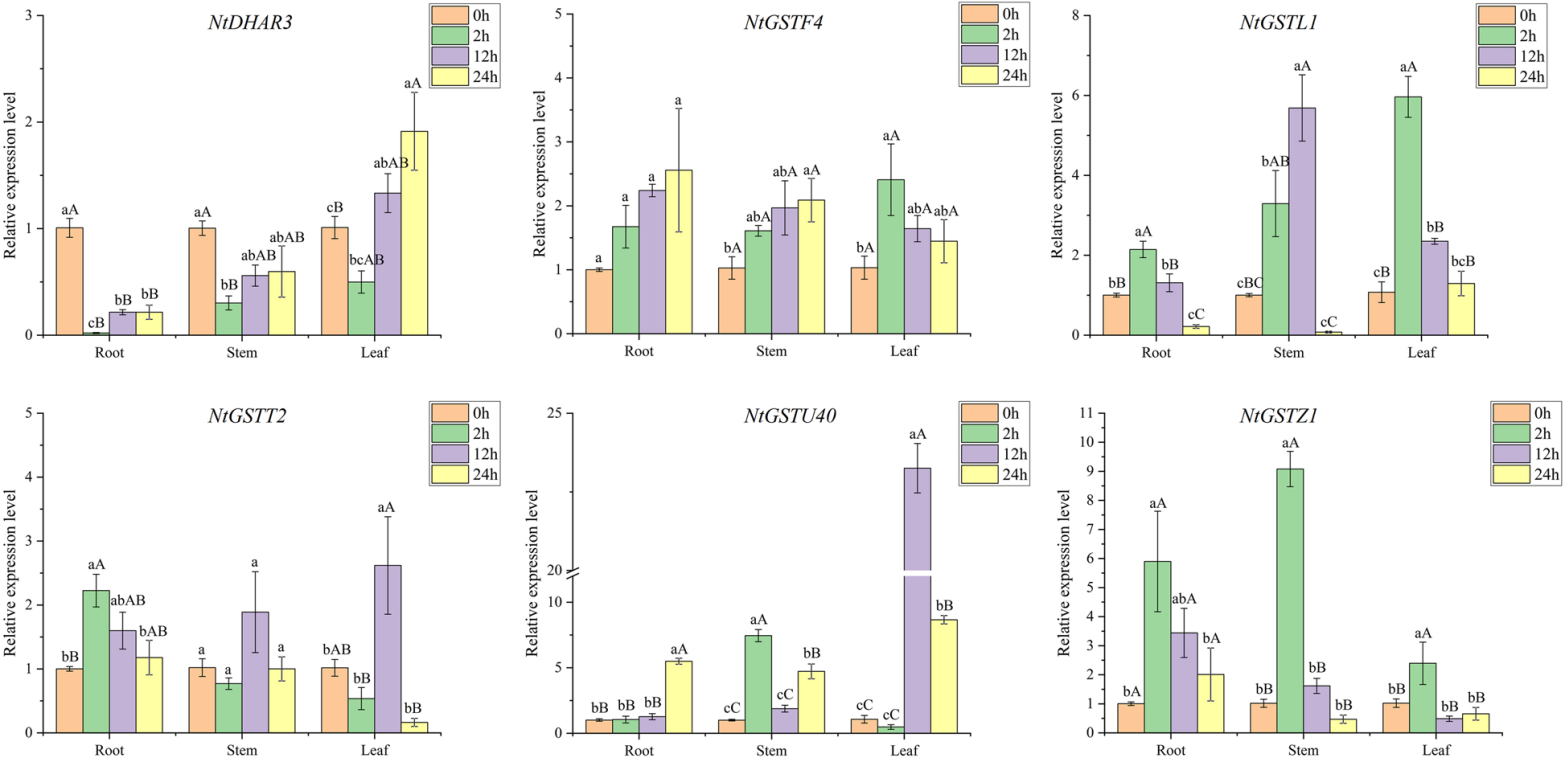
Gene expression pattern of six *NtGST* genes in response to low temperature (4 °C) in roots, stalks, and leaves. Error bars represent significant differences among the three replicates. Significant differences in the gene expression level at *P* < 0.05 and *P* < 0.01 were determined using Duncan’s new multiple-range tests. The lowercase alphabets represent a significant difference (*P* < 0.05), while the uppercase alphabets represent a highly significant difference (*P* < 0.01). Similarly hereinafter

**Fig. 8:**
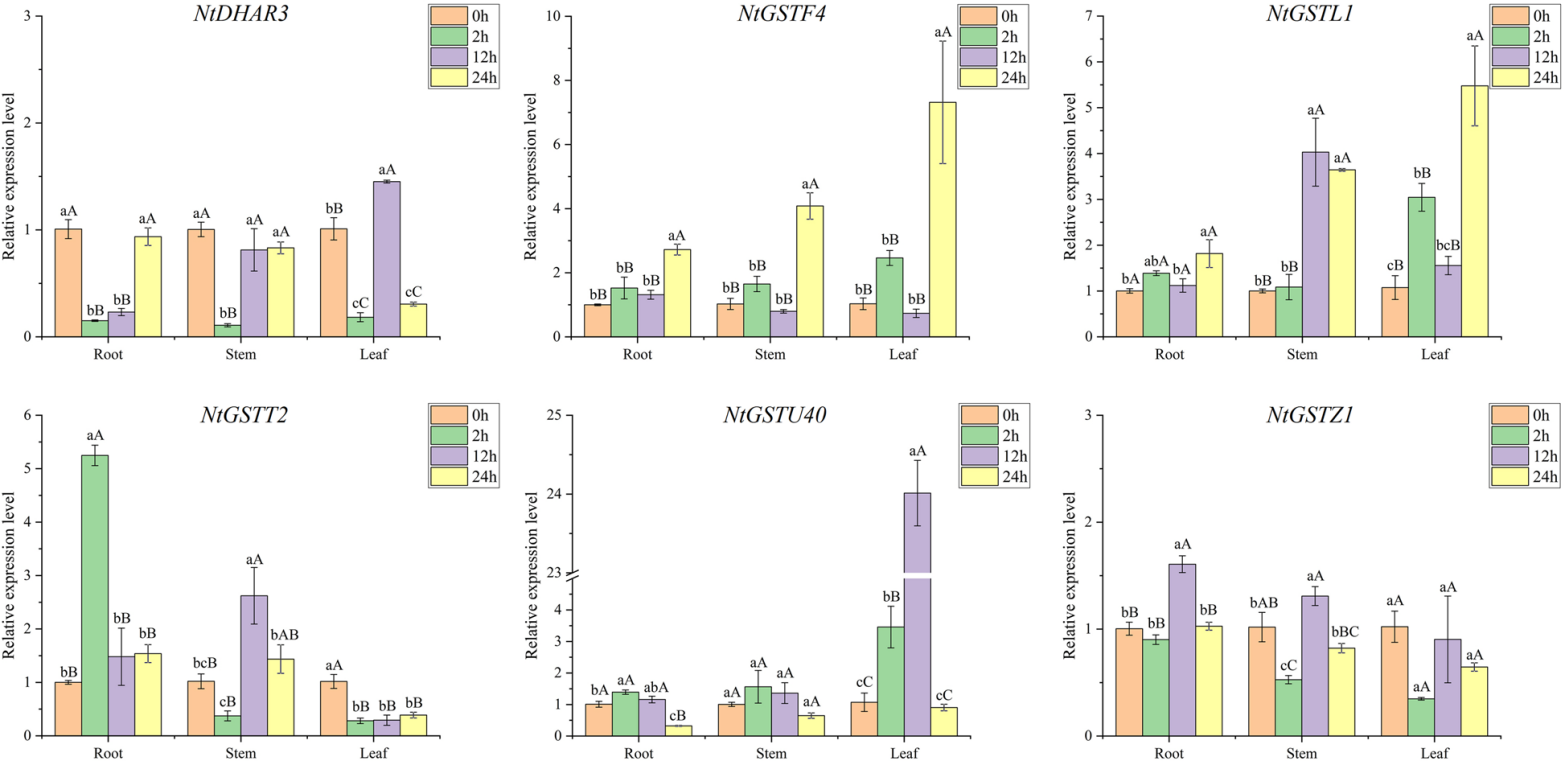
Gene expression pattern of six *NtGST* genes in response to high temperature (38 °C) in roots, stalks, and leaves

### Expression pattern analysis of *NtGST* genes in response to salt and drought

Drought is the primary environmental stress factor that restricts plant growth and causes crop yield reduction. In arid and semi-arid areas, drought generally occurs simultaneously with soil salinization, significantly impacting plants [46]. To study the response of *NtGST*s to drought and salt stress, the expression of six *NtGST*s was measured, and the expression pattern was analyzed. The results revealed that each gene had significant differences in response to salt and drought in different tissues, and the time of stress response varied as well. Under salt stress, the expression patterns of *NtGSTU40* and *NtGSTZ1* were relatively similar, being highly induced in all three tissues at 24 h after the treatment, with the highest expression in the stalk, more than 100 times that in the control group, followed by leaves, and then the root (Fig. 9). However, with the delay in treatment time, the expression level of *NtGSTU40* increased continuously, while *NtGSTZ1* decreased first and then increased. *NtGSTF4*, *NtGSTL1*, and *NtGSTT2* showed a trend of increasing first and then decreasing in leaves, with the highest expression at 12 h after the treatment. However, the expression level of *NtDHAR3* was inhibited in the roots, stems, and leaves. Under drought stress, most genes responded in the early, and middle stages of stress in the three tissues, including *NtGSTF4*, *NtGSTT2*, *NtGSTU40*, and *NtGSTZ1*, whose expression levels were increased first and then decreased (Fig. 10). *NtGSTU40* demonstrated a more than 20-fold increase in expression in leaves 12 h after treatment compared to the control group. However, *NtDHAR3* showed a trend of first decreasing and then increasing, and the maximum expression was only 1.4 times that of the control, which showed inhibition in the three tissues. In general, *NtGST*s have a certain response to salt and drought, and different genes have different response effects. These genes could enhance the defense ability of tobacco plants against salt and drought to some extent.

**Fig. 9:**
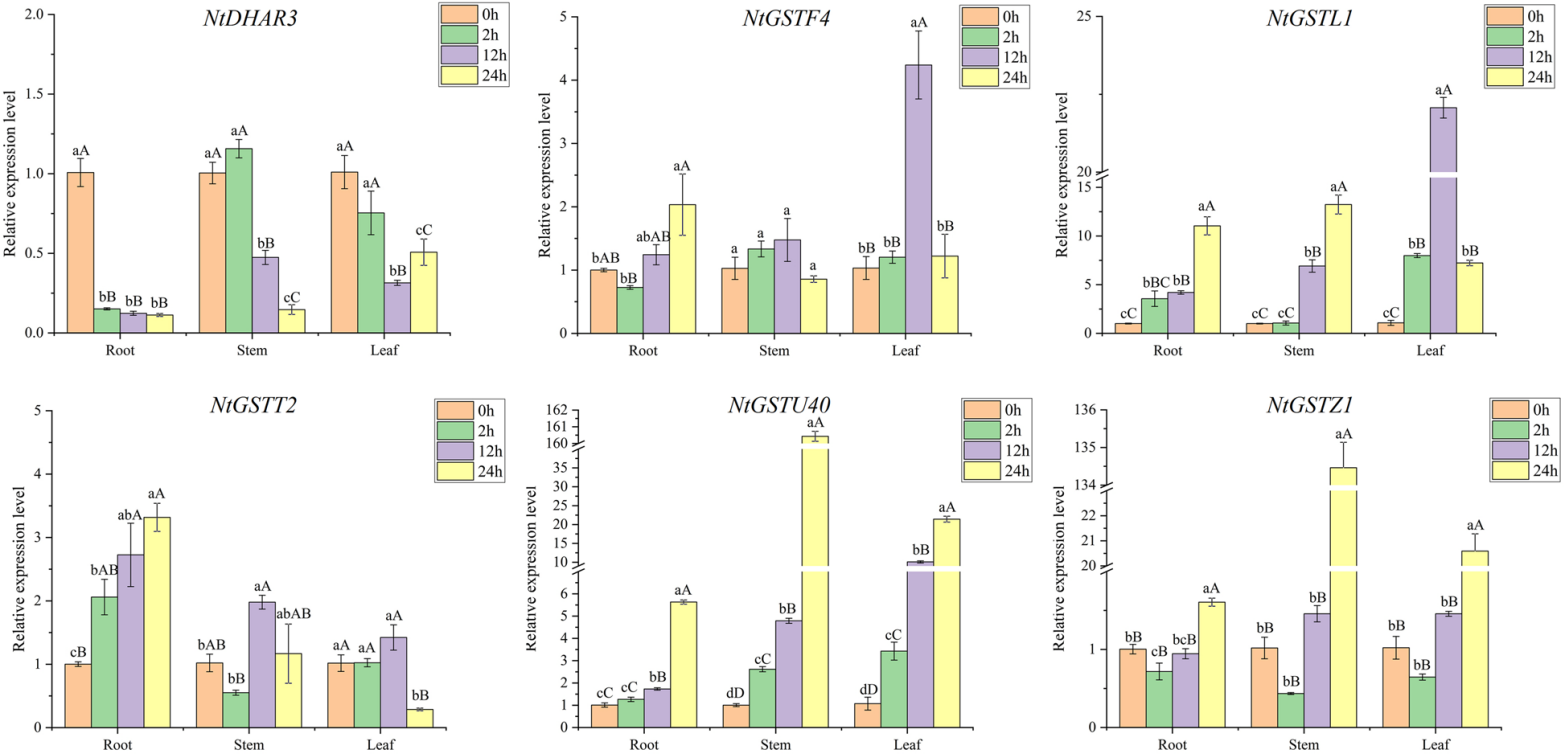
Gene expression pattern of six *NtGST* genes in response to salt in roots, stalks, and leaves

**Fig. 10:**
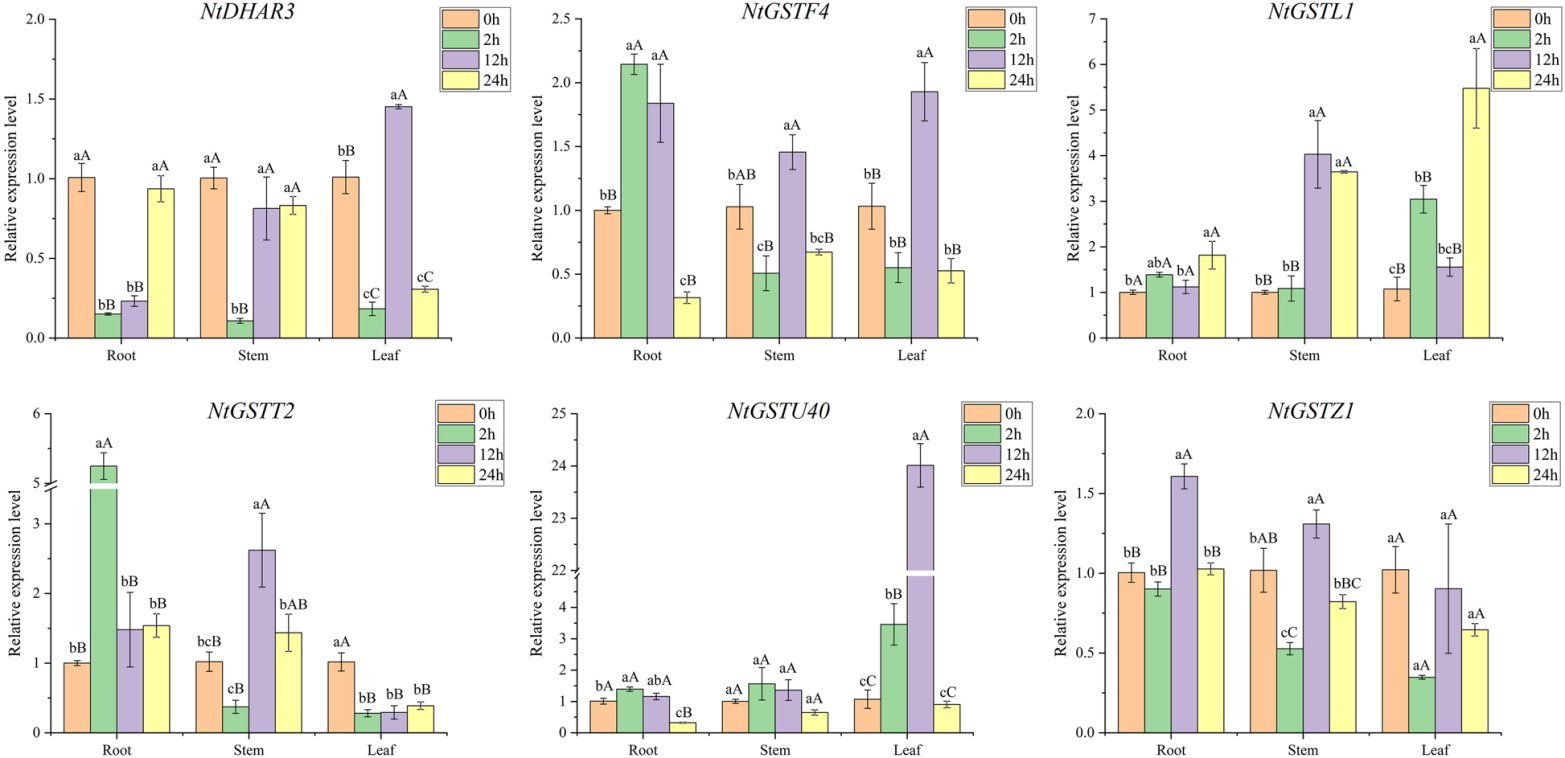
Gene expression pattern of six *NtGST* genes in response to drought in roots, stalks, and leaves

### Expression pattern analysis of *NtGST* genes in response to hormones

Hormones can jointly participate and regulate plant growth and development and improve their adaptability to the environment. The promoter sequence of *NtGST*s was found to contain many hormone-related response elements, such as auxin, abscisic acid, salicylic acid, and methyl jasmonate (Fig. 5). To investigate the expression pattern of *NtGST*s after hormone treatment, tobacco seedlings were treated with indole-3-acetic acid (IAA) and salicylic acid. The results demonstrated that the expression of *NtGST*s was induced by hormones and SA, with significant induction by SA. Most genes responded to hormone stress mainly at 2 h and 12 h after treatment. Under IAA treatment, the induced expression of *NtGST*s included up-regulation and down-regulation, and the expression levels of different genes differed (Fig. 11). The maximum expression time of different genes in root, stem, and leaf tissues also differed; for example, *NtGSTF4* was expressed after 24 h, 12 h, and 2 h of treatment, respectively. Under SA stress, *NtDHAR3*, *NtGSTF4*, *NtGSTU40*, and *NtGSTZ1* expressions were significantly induced, and most of them showed a trend of first decreasing and then increasing (Fig. 12). *NtGST*s often respond to hormones differently, which reflects their ability to regulate plant growth and development.

**Fig. 11:**
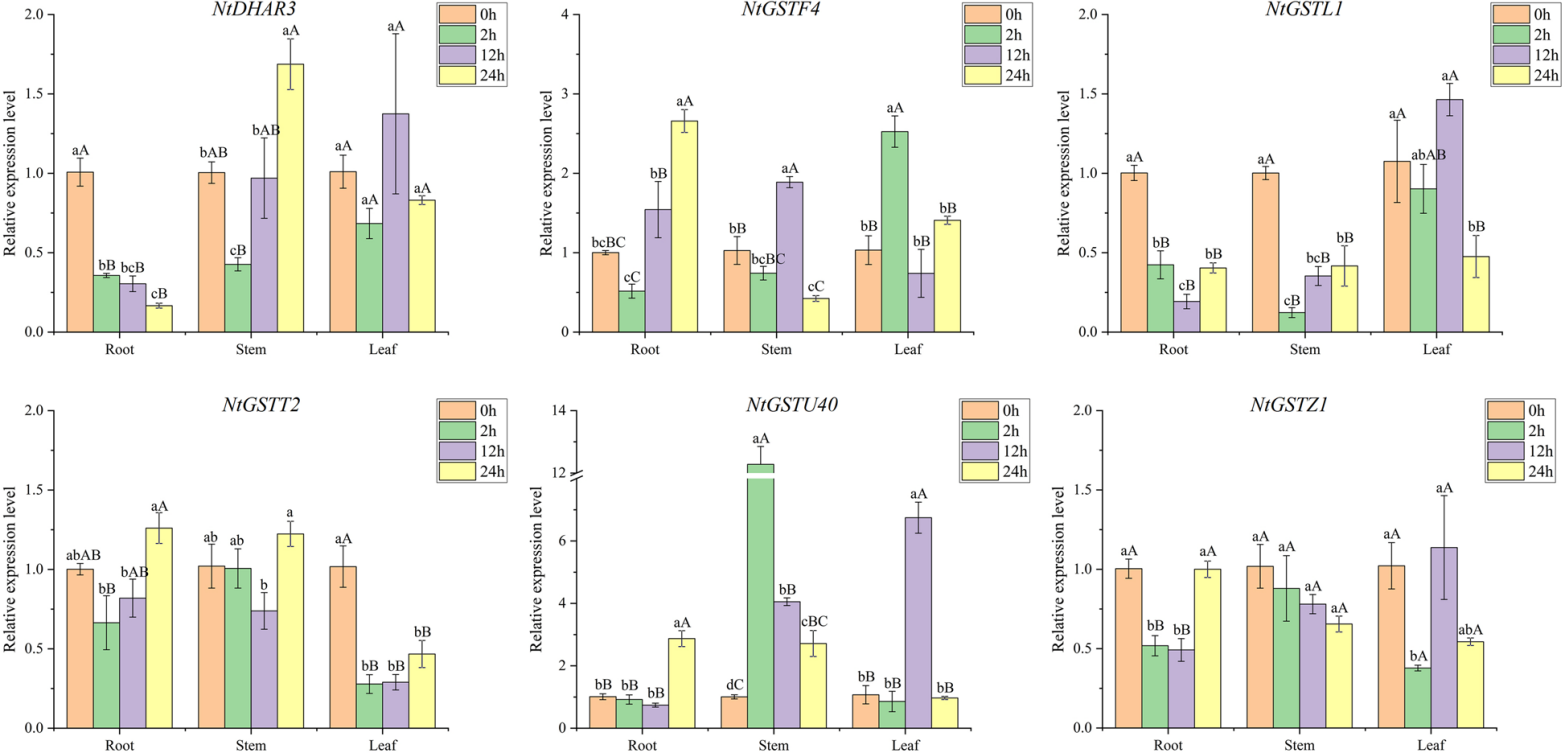
Gene expression pattern of six *NtGST* genes in response to IAA in roots, stalks and leaves

**Fig. 12:**
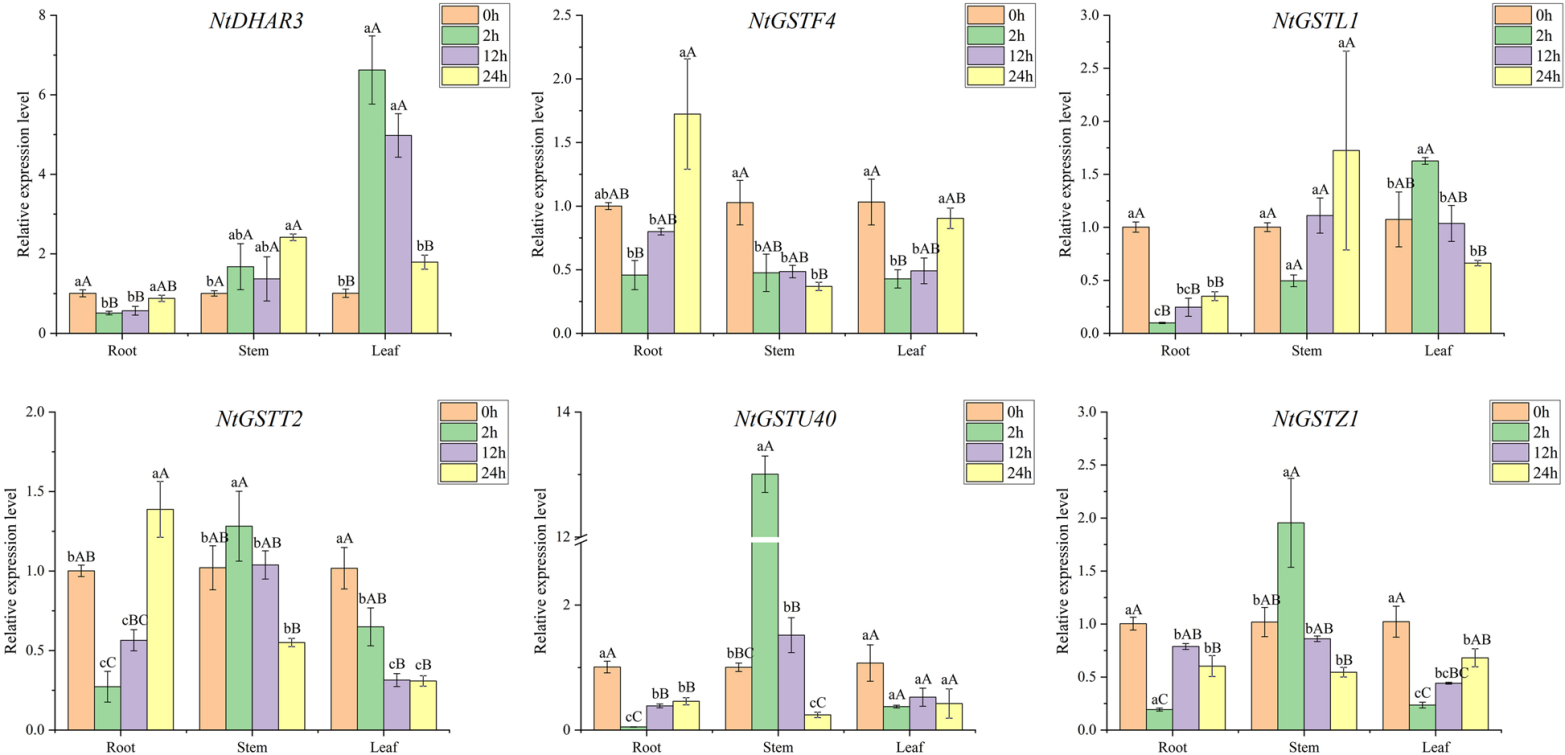
Gene expression pattern of six *NtGST* genes in response to SA in roots, stalks and leaves

## Discussion

Plant GSTs are a large, ancient and multifunctional gene family. In addition to being crucial for secondary metabolism and multi-drug detoxification, it is critical in responding to biotic and abiotic stresses [19, 47, 48]. The *GST* family genes have been identified and studied in various plants due to their special and abundant functions, and the number of *GST* identified in different plants varies greatly. However, the tobacco *GST* genes research is mostly focused on verifying the role of a single gene because its genetic transformation is easy. Therefore, we conducted systematic studies on the tobacco *GST* gene family.

Based on tobacco genome sequence and RNA seq data, 59 *NtGST*s were found. Comparing the number of *GST* genes in different plants, the evolution of *NtGST*s can be analyzed. Fifty-five *AtGST* genes were identified in *Arabidopsis thaliana* [18], 79 *OsGST*s in *Oryza sativa* [49], 90 *SlGST*s in *Lycopersicon esculentum* [48], 85 *CaGST*s in *Capsicum annuum* [37], 90 *StGST*s in *Solanum tuberosum* [50], and 346 *TaGST*s in *Triticum aestivum* [51]. The genome size of these plant species (*Nicotiana tabacum*, *Arabidopsis thaliana*, *Oryza sativa*, *Lycopersicon esculentum*, *Capsicum annuum*, *Solanum tuberosum*, and *Triticum aestivum*) was 4.5 Gb [52], 117 Mb [52], 466 Mb [53], 900 Mb [54], 3.5-Gb [55], 1.67 Gb [56], and 16 Gb [57], respectively. We speculated that there may be a relationship between the size of the species genome and the number of *GST* genes. For instance, Arabidopsis has the smallest genome and the fewest *GST*, whereas wheat has the largest genome and the most *GST* genes. In Arabidopsis, the *GST* genes were classified into seven subfamilies. However, compared with the plants belonging to the Solanaceae (potato, ten subfamilies; tomato, ten subfamilies; pepper, ten subfamilies), none of the genes belonged to the subfamilies of EF1Bɣ1, GHR, MGST, and others. This may be due to the loss of the *NtGST*s in the evolutionary process or differentiation into other subfamily members. A total of 40 *NtGST*s in tobacco come from Tau (U) subfamily, and Tau subfamily members are the most common in other plants, with the largest number, indicating that *NtGST*s conforms to the distribution characteristics of *GST* gene subfamilies in plants.

The 59 *NtGST*s were distributed on twenty-one chromosomes, and no *NtGST* was found on the other three chromosomes, suggesting an important role of of gene family expansion. During species evolution, gene duplication events can result in the expansion of a gene family, including tandem duplication, segmental duplication, transposition events, and genome-wide duplication [45, 56]. In most polyploid plants, segmental duplication occurs frequently [37]. In this study, twelve pairs of segmental duplicated genes and one pair of tandem duplication were found to be unevenly distributed on 21 chromosomes in the *NtGST* family. The findings indicated that these gene replication events were crucial in the evolution of the tobacco *GST* gene family, with the segment duplication event playing a leading role. We hypothesized that this might be because tobacco is allotetraploid, and the results of gene replication events are consistent with those in pepper and wheat [37, 58]. The *NtGST*s were primarily distributed in the U-type and F-type subfamilies. Hence it can also be speculated that the expansion of the *GST* family of tobacco is mainly due to the duplication events of these two families, which is also consistent with that of cotton [24]. Genes with replication events are often accompanied by the loss or addition of functions, the latter may be the result of the two genes showing different functions in the duplicated gene pair, and gene expression patterns often reflect their biological functions [54].

In this study, ten motifs in 59 *NtGST*s were found, and genes in the same branch of the evolutionary tree contained similar motif constitutions, indicating that they may perform similar functions in plants. According to gene function studies, *GST* family members can participate in various biotic and abiotic stresses, including mechanical damage, heavy metals, drought, temperature, and phytohormones [18, 37]. *Cis-*acting elements are crucial in regulating plant adaptation to stress, growth, and development by participating in the expression of target genes [59]. Through the analysis of upstream *cis-*acting elements, it was found that the members of the tobacco *GST* gene family contain various environmental stress response elements, including hormones, stress, MYB binding site, circadian rhythm, and injury induction. This result was consistent with the promoter analysis results of gene families such as *SlGST*s and *AtGST*s, indicating that these response elements directly determine the transcriptional expression level and response-ability of *GST* family genes under stress[48].

Analysis of gene expression patterns can reveal crucial information about the physiological function of genes. Most of the tobacco *GST* gene family members were found to be expressed normally in different cultivars, and only individual genes, such as *NtGSTU40* in the stack of Va116 and *NtDHAR3* in the root of GDH88, displayed specific expression. 

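Few members of the family could be told apart between materials, in a test with limited power at 3 libraries per material. Of the members tested, 0 of 43 in leaf, 0 of 41 in stalk and 0 of 51 in root differed among the 6 materials in limma's F test, and 4, 4 and 1 did at an unadjusted p under 0.05. Over all genes 1.6% differed in leaf, 0.403% in stalk and 0.307% in root, so counts of 0 are not particular to the family. At an unadjusted p under 0.05 these were 2537 of 35971, 1915 of 35994 and 1974 of 38399 genes. Adjusted over the list alone, 1 member passed in leaf, NtGSTU32 (adjusted p = 0.0352), 0 in stalk and 1 in root, NtGSTU19 (adjusted p = 0.0218, and over all genes 0.0925, in a range from 0.00284 to 1.0 over the alternatives). Over all genes the adjusted p of NtGSTU32 in leaf ran from 0.00843 to 0.682 over the alternatives in limma's F test. The lowest came with a block for the column numbers. NtGSTU19, a Tau member, was at 19.5 ± 17.1 FPKM in root of Va116 and 10.5 ± 3.99 in root of VxG88 (SD, n = 3 libraries), but at 0.607 ± 0.631 in Hongda and 0.59 ± 0.416 in HxB. In stalk NtGSTU11 ran from 19.5 ± 4.03 FPKM in Basma to 133 ± 96.7 in Va116, and NtGSTL3 from 3.71 ± 0.997 in VxG88 to 16.5 ± 8.6 in Va116.
NtGSTU40 in stalk of Va116 was at 8.06, 240.64 and 31.48 FPKM in the 3 libraries, against a mean of 42.1 ± 32.6 (SD) in the 15 stalk libraries of the other materials. The log2 fold change was 0.38 (adjusted p = 0.904 from limma), and an exact permutation test gave p = 0.68. Without the library Va116 2 it was -0.89, below the other materials (adjusted p = 1.0, in a range from 0.407 to 1.0 over the alternatives). NtGSTT2 stood out in the same library, with 68.21, 714.42 and 227.41 FPKM in the 3 stalk libraries of Va116 (exact permutation p = 0.282 against the other 15 libraries).
A member was called specific where 1 material differed from the other 5 at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. By this rule 1 member was specific, NtGSTU32 in leaf of Basma, with 3.56 ± 1.14 FPKM against 15.5 ± 8.68 in the other 15 leaf libraries. Its log2 fold change was -1.70 (standard error 0.35, adjusted p = 0.046 from limma), and it failed under several settings (adjusted p-values from 0.00804 to 0.844 over the alternatives). With all 54 libraries in 1 limma fit, 0 members were specific in leaf, 1 in stalk and 5 in root.

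**Figure D3:**
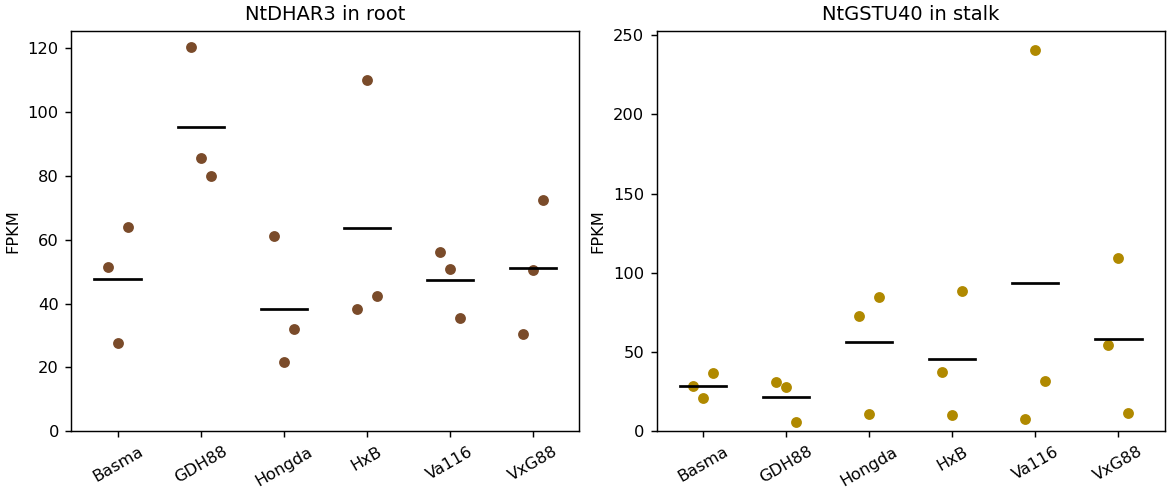
FPKM (y axis) of NtDHAR3 in root (left) and of NtGSTU40 in stalk (right) for each of the 6 materials (x axis). Each point is 1 of 3 libraries and the line is their mean. On the left 1 point of HxB lies among the 3 of GDH88 and the other 14 lie below them, and on the right the 3 points of Va116 span the widest range.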

Simultaneously, we found that the expression of *NtGST*s have tissue specificity. Tobacco roots had a higher expression level than stalks, followed by leaves. These results were consistent with those of soybeans [60] and peppers [37], indicating that *NtGST*s are crucial in the growth and development of tobacco. This may be because the root is the key organ for the absorption and transportation of water and mineral nutrients in plants and also the most important organ for recognizing and feeling injuries, which can quickly respond to stress [61, 62]. Moreover, this result also reflects the possible functions of the *GST* gene family.

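Root held the highest levels of the family and stalk the lowest. The 59 members together summed to 2670 ± 464 FPKM in root (SD, n = 18 libraries), 1507 ± 146 in leaf and 1150 ± 365 in stalk. Root had the highest mean for 34 members, leaf for 17 and stalk for 8. The most frequent order was root, leaf, stalk (22 members), followed by root, stalk, leaf (12 members). At a mean of at least 1 FPKM, 49 members were present in root, 41 in leaf and 39 in stalk, and 34 in all 3 tissues.
Of the 56 members tested with limma, 37 were higher in root than in stalk, 14 were lower and 5 did not pass (37 and 14 when adjusted over the list alone). Between stalk and leaf 8 were higher in stalk, 27 were lower and 21 did not pass (8 and 26 over the list alone). Between root and leaf 33 were higher in root, 17 were lower and 6 did not pass (33 and 18 over the list alone). The direction of the family between root and stalk came from the Tau members, of which 32 were higher in root and 4 lower, while Phi had 1 higher and 2 lower and DHAR 1 higher and 2 lower.
Several Tau members were high in root and near 0 in leaf. NtGSTU20 was at a mean of 191 FPKM in root, 3.58 in stalk, where 1 library at 59.38 carries most of the mean, and 0.0844 in leaf (log2 fold change 7.12 for root against leaf, standard error 0.33, adjusted p = 1.96e-25 from limma). NtGSTU37 was at 59.5 FPKM in root and 0.125 in leaf (log2 fold change 5.68), and NtGSTU28 at 32.1 in root and 0.00778 in leaf (4.48). NtGSTU32 (4.90), NtGSTU37 (4.73) and NtGSTU15 (4.38) were among the members with the largest log2 fold changes for root against stalk. Other members favoured leaf. NtGSTU24 was at 191 FPKM in leaf, 14.2 in stalk and 2.26 in root (log2 fold change -6.01 for root against leaf, adjusted p = 3.88e-31). NtGSTU26 was at 58.5 FPKM in leaf, 0.492 in root and 0.144 in stalk (-5.29 for root against leaf and -5.64 for stalk against leaf), and NtGSTF5 and NtGSTL2 were also lower in root than in leaf (-4.03 and -3.50). Each of these held in 6 of 6 materials, which the rule for naming them required.
Over all genes 11328 were higher in root than in stalk and 17371 lower, so that 39.5% of the calls were higher. Median-of-ratios scaling moved this to 54.1% and the median log2 fold change of all genes from -0.13 to 0.03, while 39 members were then higher and 14 lower.

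**Figure D4:**
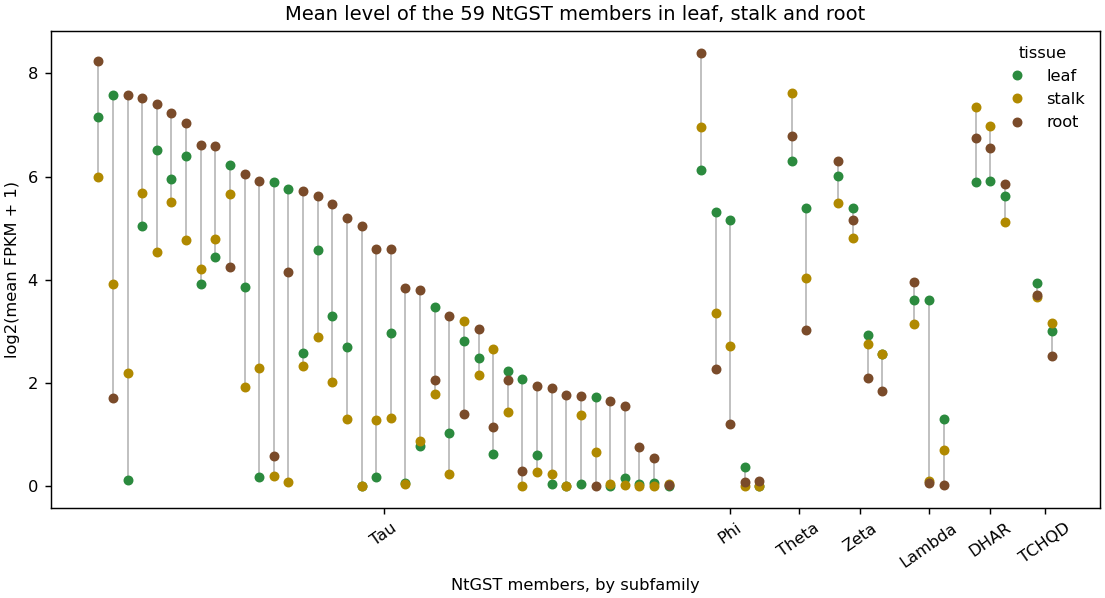
Mean level of each of the 59 members in leaf, stalk and root, as log2(mean FPKM + 1) over 18 libraries per tissue (y axis), by subfamily (x axis, members in order of their highest level). Each point is 1 tissue and the line joins the 3 tissues of a member. Root is the highest point for 34 members, most of them Tau.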

Several studies have shown that GSTs play multiple functions in many aspects of growth and development in plants. Yang et al. demonstrated that the *JrGSTU1* gene in walnut (*Juglans regia* L.) could enhance the *GST* activity to regulate the expression of other stress- related genes and thus reduce the levels of reactive oxygen species [7]. To evaluate the potential biological function of the *NtGST* genes and their ability to respond to stress, we examined the expression patterns of six *NtGST*s in response to six stresses. The results showed that the expression patterns of different genes varied under different stresses, which were consistent with previous studies[24, 50]. For example, *NtGSTF4* expression was up-regulated in the roots, stems, and leaves under cold stress, while *NtGSTL1* and *NtGSTZ1* were first increased and then decreased. Furthermore, the response times of the same gene to low and high temperatures differed. For example, *NtGSTZ1* responded to low temperature at 2 h after treatment, while its maximum response to high temperature was at 12 h after treatment. Interestingly, *NtGSTU40* exhibited the maximum expression level in the leaves under low- or high-temperature stresses, and the highest stress response occurred at 12 h after treatment. These results indicated that the *NtGST*s might be involved in a complex cross-regulatory network in plants.

Salt and drought, the two primary abiotic stresses, have serious impacts on plant growth and crop yield [46]. Under salt stress, many genes showed strong stress responses, including *NtGSTF4*, *NtGSTT2*, *NtGSTL1*, *NtGSTU40*, and *NtGSTZ14*, exhibiting an overall upward trend. Previous studies have shown that the heterologous expression of the lambda subfamily, *VvGSTF13* or *JrGSTT1*, in tobacco enhanced the tolerance to salinity and drought stresses[63–65]. This finding was consistent with our results. Although Moons et al. [66] claimed that genes in the DHAR subfamily were significantly up-regulated under drought stress, *NtDHAR3* showed a down-regulated expression pattern under salt and drought stresses, indicating that the expression pattern of *GST* family genes would also vary by species. Under the treatment of hormones (IAA and SA), *NtGSTU40* was significantly expressed, which was consistent with the expression of *TaGSTU62* and *OsGSTU4* in rice [67]. Therefore, we hypothesized that the *NtGSTs* might function similarly to other plant *GST* genes.

In this study, a comprehensive and systematic identification and analysis of the *NtGSTs* was conducted to provide a reference for studying the *GST* gene function in plants. The potential role of *NtGST*s in plant resistance to stress was verified using RT-qPCR analysis. However, the mechanism of action of *NtGST*s in response to stress requires further investigation for better application to the cultivation of highly resistant cultivars and thus improve crop yield and quality.

## Conclusions

In summary, a comprehensive characterization and analysis of the *NtGST*s at the genome level were performed in this study. A total of 59 *NtGST*s were identified and categorized into seven subfamilies, and information on physicochemical properties and subcellular localization for these genes was provided. The *NtGST*s in the same branch of the evolutionary tree have similar exon/intron structures and motif constitutions. And the 59 *NtGST*s were unevenly distributed on 21 chromosomes. The analysis of their collinearity with the *GST* gene in other plants provided an important reference for studying the evolutionary characteristics of *NtGST*s. Furthermore, twelve pairs of segmental duplicated genes and one pair of tandem duplication were unevenly distributed on 21 chromosomes, suggesting that gene duplication events are crucial in the evolution and expansion of the tobacco *GST* gene family. The expression of *NtGST*s in different tissues and varieties and the response to multiple stresses and hormone treatment indicated that *NtGST*s play a critical regulatory role in tobacco growth and development. These results provide novel and valuable insights for studying the biological function of *NtGST*s.

## Materials and methods

### Plant materials: planting, treating and sampling

In this experiment, seven tobacco varieties, including K326, Hongda, HG, GDH11, Va116, VG, and GDH88, were selected to determine the function of *NtGST*s. The K326 was used for different stress treatments, and the remaining six varieties were used to analyze the expression pattern of *NtGST*s in different tissues and stages. All materials were provided by Key Laboratory for Tobacco Quality Research Guizhou Province and cultivated in the plant culture laboratory. The collection of plant material, experimental research, and field studies on plants were complied with relevant institutional, national, and international guidelines and legislation. Using floating dish breeding, sowing and seedling raising were performed under environmental conditions, including 75% relative humidity, 16 h/28 °C during the day, and 8 h/20 °C at night. On the 75th day of transplantation, three consistently growing plants in each replicate were sampled from three tissues (roots, stalks, and leaves), and three biological replicates were set.

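The 6 genes ranged from the most to nearly the least abundant of the 59 members by mean FPKM over 18 libraries per tissue. NtGSTF4 ranked 7 in leaf, 4 in stalk and 1 in root, and NtGSTT2 ranked 5, 1 and 8, each being the highest of its subfamily in all 3 tissues (5 Phi and 2 Theta members). NtGSTZ1 was the highest of the 4 Zeta members in all 3 tissues, at ranks 8, 9 and 13. NtGSTU40 ranked 19 in leaf, 6 in stalk and 4 in root, and among the 40 Tau members it was 9, 2 and 3. Without the stalk library Va116 2, NtGSTU40 fell to rank 9 in stalk and to 4 among the Tau members, and NtGSTT2 to rank 2. NtDHAR3 was the lowest of the 3 DHAR members in every tissue, at ranks 14, 10 and 16 of the 59. NtGSTL1 ranked 40, 41 and 58, and it was the lowest of the 3 Lambda members in leaf and root and the middle one in stalk.
The 3 most abundant members were NtGSTU24, NtGSTU11 and NtGSTU15 in leaf, NtGSTT2, NtDHAR2 and NtDHAR1 in stalk, and NtGSTF4, NtGSTU11 and NtGSTU20 in root. NtDHAR2 was at 163 FPKM in stalk and NtDHAR1 at 126, and NtGSTU11 at 142 in leaf. With the median in place of the mean, NtGSTZ1 in stalk moved to rank 7 and NtGSTL1 in root to rank 53, where many members lie near 0.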

Based on the chromosome location information of 59 *NtGST*s, combined with the results of their transcriptome analysis in roots, stems and leaves, we focused on exploring the potential biological functions under abiotic stress of six genes with relatively highest or lowest expression levels in different subfamilies located on different chromosomes. When the tobacco plants grew to the sixth real leaf, the same growing plants were selected and treated with high temperature (38 °C), low temperature (4 °C), salt (5% NaCl), drought (15% PEG6000), and hormone (100 µmol/L IAA and SA). Three biological replicates were set for each treatment, and samples were taken at 0 h, 2 h, 12 h, and 24 h after treatment. The collected samples were immediately frozen in liquid nitrogen and stored in a hypothermia refrigerator at -80 °C for real-time fluorescence quantitative PCR (RT-qPCR) experiments.

### Identification of the *GST* genes of Tobacco

The genome sequence was obtained from the tobacco genome project website (https://solgenomics.net/organism/Nicotiana_tabacum/genome), and the hidden Markov model (HMM) profile of the GST domains (PF00043 and PF02798) was obtained from the Pfam protein family database (http://pfam.sanger.ac.uk/). The *NtGST*s were searched in the tobacco genome database using the HMMER3.0 software with the default parameters (the cutoff value of 0.01). Meanwhile, using the sequence information in PF00043 and PF02798 files as templates, BLASTP software was used to compare the entire tobacco genome and screen out proteins containing these two sequence information. The results of BLASTP and HMMER 3.0 were integrated and analyzed. Pfam and SMART programs were used to detect candidate genes that may contain GST domains obtained from the BLASTP and HMMER 3.0 analysis results. Each potential gene was then manually examined to ensure predicted conserved sequences in the N and C terminal regions of the GST domain. A total of 59 *NtGST*s were identified from the tobacco genome via testing and screening. The molecular weight (MW) and isoelectric points (pl) of the *NtGST* family members were predicted and analyzed using the online analysis software ExPASy (http:/www.expasy.org/tools/), and BUSCA (http://busca.biocomp.unibo.it/) was used for subcellular localization prediction.

### Phylogenetic analysis and gene structure

A multiple sequence alignment of the obtained GST protein sequences and the previously reported Arabidopsis thaliana sequences was performed using the ClustalW default parameters. Subsequently, the amino acid sequence of the deduced GST domain was adjusted using GeneDoc software. To determine the exon–intron structure of the *NtGST*s, the predicted coding sequence was compared with the corresponding full-length sequence using Gene Structure Display Server (GSDS: http://gsds.cbi.pku.edu.cn) [68]. The online software MEME (http://meme-suite.org/tools/meme) was used for the conserved domain analysis with the number of motifs set to 10 and the motif width range set to 50–100 amino acids [69].

### Chromosomal mapping, gene replication, and syntenic analysis with other plant species

Based on the tobacco annotation data obtained from the Solanaceae database, the data of starting position of the *GST* genes on the chromosome was obtained. The gene homologous duplication events were then obtained according to the alignment between the pairwise genes. Finally, the chromosomal mapping and alignment results were visually analyzed using online bioinformatics tools. A multiple collinear scanning tool, MCScanX, was used to analyze the gene duplication events [70]. The *GST* collinear analysis atlas was constructed using the Dual Systeny Plotter software, and the *GST* collinear relationship of tobacco with *Arabidopsis thaliana*, *Oryza sativa*, *Triticum aestivum*, *Capsicum annuum*, *Lycopersicon esculentum*, and *Solanum tuberosum* was determined, respectively.

### The *cis-*acting element analysis

A total of 2000 bp gene sequences upstream of the *NtGST*s were obtained from the Solanaceae database. These sequences with *cis-*acting elements were analyzed using the PlantCare online software and visualized using the bioinformatics software.

### Transcriptome sequencing analysis

The Hongda, HG, GDH11, Va116, VG, and GDH88 were used for transcriptome sequencing analysis. The transcriptome data used in this study is derived from the previous experimental data of our research group. The samples were root, stalks and leaf tissues, and the sampling stage was one week after topping. The sequencing of biological samples was entrusted to Shanghai Majorbio Company. Data analysis was conducted using the method of Mo et al. [71]. The original data has been uploaded to the NCBI public database. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE233199.

### Expression of the *NtGST* genes according to real-time fluorescence quantitative PCR

Six genes were randomly selected for RT-qPCR experiments to determine the expression levels of *NtGST* genes under different abiotic stresses. The experiments were performed using the SYBR Premix Ex Taq kit (Takara) and the Applied Biosystems 7500 Real-Time PCR system (Life Technologies Corporation, Beverly, MA, USA). Primer Premier 6 was used to design the gene primers. The gene names and corresponding primers used for the qPCR test are listed in Supplementary file 5. The 2^−ΔΔCT^ method was used to determine the relative expression level of each gene [72].

### Statistical analysis

Duncan’s new multiple range test was conducted to analyze the variation in the gene expression levels (*P* < 0.05 and *P* < 0.01) using the SPSS (version 16.0) software. Origin 2018 (95_64) and Adobe Illustrator CS6 were used for figure drawing.

## Supplementary Information

**Additional file 1: Table S1.** List of the 59 *NtGST* genes identified in this study.

**Additional file 2: Table S2.** List of the tandem repeat gene pairs of *NtGSTs* in tobacco.

**Additional file 3.** The lists of Nicotiana tabacum and other species GST synteny gene pairs.

**Additional file 4: Table S4.** Analysis of *cis*-acting elements in promoters of GST gene family members.

**Additional file 5: Table S5.** Primer sequences of six selected genes used in real-time qPCR analysis.

## Data Availability

The whole *Nicotiana tabacum* genome sequence information was obtained from the solgenomics website (https://solgenomics.net/organism/Nicotiana_tabacum/genome) and the website is open to all researchers. The tobacco materials (K326, Hongda, HG, GDH11, Va116, VG, and GDH88) used in this study were supplied by Prof. Renxiang Liu of Guizhou University. The datasets supporting the conclusions of this article are included in the article and its Supplementary files.

## Abbreviations

BUSCA: Bologna unified subcellular component annotator
GSDS: Gene structure display server
GSH: Glutathione
GST: Glutathione S-transferases
HMM: Hidden markov model
HMMER: Biosequence analysis using profile hidden markov models
IAA: Indole-3-acetic acid
MEGA: Molecular evolutionary genetics analysis
MEME: Multiple expectation maximizations for motif elicitation
Mw: Protein molecular weight
MYB: V-myb avian myeloblastosis viral oncogene homolog
PEG: Polyethylene glycol
pI: Isoelectric point
RT-qPCR: Real-time quantitative PCR
SA: Salicylic acid
SMART: Simple modular architecture research tool
SPSS: Statistical product and service solutions
UTR: Untranslated region

## References

[1] Khare S, Singh NB, Singh A, Hussain I, Niharika K, Yadav V (2020). Plant secondary metabolites synthesis and their regulations under biotic and abiotic constraints. J Plant Biol.

[2] Ashrafian H, Bogle RG (2004). Structure, catalytic mechanism, and evolution of the glutathione transferases. J Intensive Care Soc.

[3] Dixon DP, Skipsey M, Edwards R (2010). Roles for glutathione transferases in plant secondary metabolism. Phytochemistry.

[4] Sandermann H (1992). Plant metabolism of xenobiotics. Trends Biochem Sci.

[5] Chi Y, Cheng Y, Vanitha J, Kumar N, Ramamoorthy R, Ramachandran S (2011). Expansion mechanisms and functional divergence of the glutathione S-transferase family in sorghum and other higher plants. Genome Biol.

[6] Dixon DP, Lapthorn A, Edwards R. Plant glutathione transferases. Genome Biol. 2002;3:1–10. 10.1186/gb-2002-3-3-reviews3004.10.1186/gb-2002-3-3-reviews3004PMC13902711897031

[7] Yang G, Xu Z, Peng S, Sun Y, Jia C, Zhai M (2016). In planta characterization of a tau class glutathione S-transferase gene from Juglans regia (JrGSTTau1) involved in chilling tolerance. Plant Cell Rep.

[8] Marrs KA, Alfenito MR, Lloyd AM, Walbot V (1995). A glutathione S-transferase involved in vacuolar transfer encoded by the maize gene Bronze-2. Nature.

[9] Zhao J, Dixon RA (2010). The “ins” and “outs” of flavonoid transport. Trends Plant Sci.

[10] Dixon DP, Cole DJ, Edwards R (1999). Dimerisation of maize glutathione transferases in recombinant bacteria. Plant Mol Biol.

[11] Puglisi I, Lo Cicero L, Lo Piero AR (2013). The glutathione S-transferase gene superfamily: an in silico approach to study the post translational regulation. Biodegradation.

[12] Isoforms I, Sommer A, Bo P (1999). Characterization of recombinant corn glutathione S-transferase isoforms I, II, III, and IV. Pestic Biochem Physiol.

[13] Edwards R, Dixon DP (2005). Plant glutathione transferases. Methods Enzymol.

[14] Mohsenzadeh S, Esmaeili M, Moosavi F, Shahrtash M, Saffari B, Mohabatkar H (2011). Plant glutathione S-transferase classification, structure and evolution. African J Biotechnol.

[15] Kayum MA, Nath UK, Park JI, Biswas MK, Choi EK, Song JY (2018). Genome-wide identification, characterization, and expression profiling of glutathione S-transferase (GST) family in pumpkin reveals likely role in cold-stress tolerance. Genes (Basel).

[16] Nianiou-Obeidat I, Madesis P, Kissoudis C, Voulgari G, Chronopoulou E, Tsaftaris A (2017). Plant glutathione transferase-mediated stress tolerance: functions and biotechnological applications. Plant Cell Rep.

[17] Jain M, Ghanashyam C, Bhattacharjee A (2010). Comprehensive expression analysis suggests overlapping and specific roles of rice glutathione S-transferase genes during development and stress responses. BMC Genomics.

[18] Sappl PG, Carroll AJ, Clifton R, Lister R, Whelan J, Harvey Millar A (2009). The Arabidopsis glutathione transferase gene family displays complex stress regulation and co-silencing multiple genes results in altered metabolic sensitivity to oxidative stress. Plant J.

[19] Lai B, You Y, Zhang L, Wang Q, Chen F, Luo G (2021). Identification and functional characterization of RsGST1, an anthocyanin-related glutathione S-transferase gene in radish. J Plant Physiol.

[20] Zhuge XL, Xu H, Xiu ZJ, Yang HL (2020). Biochemical functions of glutathione S-transferase family of salix babylonica. Front Plant Sci.

[21] Han XM, Yang ZL, Liu YJ, Yang HL, Zeng QY (2018). Genome-wide profiling of expression and biochemical functions of the Medicago glutathione S-transferase gene family. Plant Physiol Biochem.

[22] Zhao YW, Wang CK, Huang XY, Hu DG (2021). Genome-wide analysis of the glutathione s-transferase (Gst) genes and functional identification of mdgstu12 reveals the involvement in the regulation of anthocyanin accumulation in apple. Genes (Basel).

[23] Xu J, Tian YS, Xing XJ, Peng RH, Zhu B, Gao JJ (2016). Over-expression of AtGSTU19 provides tolerance to salt, drought and methyl viologen stresses in Arabidopsis. Physiol Plant.

[24] Dong Y, Li C, Zhang Y, He Q, Daud MK, Chen J (2016). Glutathione s-transferase gene family in Gossypium raimondii and G. arboreum: Comparative genomic study and their expression under salt stress. Front Plant Sci.

[25] Kao CW, Bakshi M, Sherameti I, Dong S, Reichelt M, Oelmüller R (2016). A Chinese cabbage (Brassica campetris subsp. Chinensis) τ-type glutathione-S-transferase stimulates Arabidopsis development and primes against abiotic and biotic stress. Plant Mol Biol.

[26] Chan C, Lam HM (2014). A putative lambda class glutathione S-transferase enhances plant survival under salinity stress. Plant Cell Physiol.

[27] Jia B, Sun M, Sun X, Li R, Wang Z, Wu J (2016). Overexpression of GsGSTU13 and SCMRP in Medicago sativa confers increased salt-alkaline tolerance and methionine content. Physiol Plant.

[28] Xu J, Xing XJ, Tian YS, Peng RH, Xue Y, Zhao W (2015). Transgenic Arabidopsis plants expressing tomato glutathione S-transferase showed enhanced resistance to salt and drought stress. PLoS ONE.

[29] Wang Z, Huang S, Jia C, Liu J, Zhang J, Xu B (2013). Molecular cloning and expression of five glutathione S-transferase (GST) genes from Banana (Musa acuminata L. AAA group, cv. Cavendish). Plant Cell Rep.

[30] Liu D, Liu Y, Rao J, Wang G, Li H, Ge F (2013). Overexpression of the glutathione S-transferase gene from Pyrus pyrifolia fruit improves tolerance to abiotic stress in transgenic tobacco plants. Mol Biol.

[31] Yadav SK (2009). Cold stress tolerance mechanisms in plants. Sustain Agric.

[32] Pennington HG, Gheorghe DM, Damerum A, Pliego C, Spanu PD, Cramer R (2016). Interactions between the powdery mildew effector BEC1054 and barley proteins identify candidate host targets. J Proteome Res.

[33] Wang Q, Guo J, Jin P, Guo M, Guo J, Cheng P (2022). Glutathione S-transferase interactions enhance wheat resistance to powdery mildew but not wheat stripe rust. Plant Physiol.

[34] Kumar S, Asif MH, Chakrabarty D, Tripathi RD, Dubey RS, Trivedi PK (2013). Expression of a rice Lambda class of glutathione S-transferase, OsGSTL2, in Arabidopsis provides tolerance to heavy metal and other abiotic stresses. J Hazard Mater.

[35] Bernard F, Dumez S, Brulle F, Lemière S, Platel A, Nesslany F (2016). Antioxidant defense gene analysis in Brassica oleracea and Trifolium repens exposed to Cd and/or Pb. Environ Sci Pollut Res.

[36] Chronopoulou E, Madesis P, Asimakopoulou B, Platis D, Tsaftaris A, Labrou NE (2012). Catalytic and structural diversity of the fluazifop-inducible glutathione transferases from Phaseolus vulgaris. Planta.

[37] Islam S, Sajib SD, Jui ZS, Arabia S, Islam T, Ghosh A (2019). Genome-wide identification of glutathione S-transferase gene family in pepper, its classification, and expression profiling under different anatomical and environmental conditions. Sci Rep.

[38] Jiang HW, Liu MJ, Chen IC, Huang CH, Chao LY, Hsieh HL (2010). A glutathione s-transferase regulated by light and hormones participates in the modulation of arabidopsis seedling development. Plant Physiol.

[39] Yamaguchi-Shinozaki K, Shinozaki K (2005). Organization of cis-acting regulatory elements in osmotic- and cold-stress-responsive promoters. Trends Plant Sci.

[40] Schaeffer S, Koepke T, Dhingra A (2012). Tobacco: A Model Plant for Understanding the Mechanism of Abiotic Stress Tolerance. Improv Crop Resist to Abiotic Stress.

[41] Zhou J, Li XQ, Huang Y, et al. Comprehensive Evaluation of Tobacco-growing Soil Fertility in Karst Mountain Area—Take Xixiu District of Anshun As an Example. J Mt Agric Biol. 2021;40:29-35.

[42] Lo Cicero L, Madesis P, Tsaftaris A, Lo Piero AR (2015). Tobacco plants over-expressing the sweet orange tau glutathione transferases (CsGSTUs) acquire tolerance to the diphenyl ether herbicide fluorodifen and to salt and drought stresses. Phytochemistry.

[43] Kim YJ, Lee OR, Lee S, Kim KT, Yang DC (2012). Isolation and characterization of a theta glutathione S-transferase gene from Panax ginseng meyer. J Ginseng Res.

[44] Pu T, Mo Z, Su L, Yang J, Wan K, Wang L (2022). Genome-wide identification and expression analysis of the ftsH protein family and its response to abiotic stress in Nicotiana tabacum L. BMC Genomics.

[45] Sun W, Ma Z, Liu M (2020). Cytochrome P450 family: Genome-wide identification provides insights into the rutin synthesis pathway in Tartary buckwheat and the improvement of agricultural product quality. Int J Biol Macromol.

[46] Wani SH, Kumar V, Shriram V, Sah SK (2016). Phytohormones and their metabolic engineering for abiotic stress tolerance in crop plants. Crop J.

[47] Vijayakumar H, Thamilarasan SK, Shanmugam A, Natarajan S, Jung HJ, Park JI (2016). Glutathione transferases superfamily: cold-inducible expression of distinct GST genes in Brassica oleracea. Int J Mol Sci.

[48] Islam S, Rahman IA, Islam T, Ghosh A (2017). Genome-wide identification and expression analysis of glutathione S-transferase gene family in tomato: gaining an insight to their physiological and stress-specific roles. PLoS ONE.

[49] Soranzo N, Sari Gorla M, Mizzi L, De Toma G, Frova C (2004). Organisation and structural evolution of the rice glutathione S-transferase gene family. Mol Genet Genomics.

[50] Islam MS, Choudhury M, Majlish ANK, Islam T, Ghosh A (2018). Comprehensive genome-wide analysis of Glutathione S-transferase gene family in potato (Solanum tuberosum L.) and their expression profiling in various anatomical tissues and perturbation conditions. Gene.

[51] Hao Y, Xu S, Lyu Z, Wang H, Kong L, Sun S (2021). Comparative analysis of the glutathione S-Transferase gene family of four triticeae species and transcriptome analysis of gst genes in common wheat responding to salt stress. Int J Genomics.

[52] Battey JND, Sierro N, Ivanov N V. Characterizing the Genome of Nicotiana tabacum. 2020.

[53] Yu J, Wang J, Lin W, Li S, Li H, Zhou J (2005). The genomes of oryza sativa: a history of duplications. PLoS Biol.

[54] Sato S, Tabata S, Hirakawa H, Asamizu E, Shirasawa K, Isobe S (2012). The tomato genome sequence provides insights into fleshy fruit evolution. Nature.

[55] Hulse-Kemp AM, Maheshwari S, Stoffel K, Hill TA, Jaffe D, Williams SR (2018). Reference quality assembly of the 3.5-Gb genome of Capsicum annuum from a single linked-read library. Hortic Res.

[56] Flagel LE, Jonathan FW (2009). Gene duplication and evolutionary novelty in plants. New Phytol.

[57] Walkowiak S, Gao L, Monat C, Haberer G, Kassa MT, Brinton J (2020). Multiple wheat genomes reveal global variation in modern breeding. Nature.

[58] Wang R, Ma J, Zhang Q, Wu C, Zhao H, Wu Y (2019). Genome-wide identification and expression profiling of glutathione transferase gene family under multiple stresses and hormone treatments in wheat (Triticum aestivum L.). BMC Gen.

[59] Narusaka Y, Nakashima K, Shinwari ZK, Sakuma Y, Furihata T, Abe H (2003). Interaction between two cis-acting elements, ABRE and DRE, in ABA-dependent expression of Arabidopsis rd29A gene in response to dehydration and high-salinity stresses. Plant J.

[60] Jia B, Wang Y, Zhang D, Li W, Cui H, Jin J (2021). Genome-wide identification, characterization and expression analysis of soybean chyr gene family. Int J Mol Sci.

[61] Guo Y, Halfter U, Ishitani M, Zhu JK (2001). Molecular characterization of functional domains in the protein kinase SOS2 that is required for plant salt tolerance. Plant Cell.

[62] Zhu JK (2016). Abiotic stress signaling and responses in plants. Cell.

[63] Chi Y, Cheng Y, Vanitha J, Kumar N, Ramamoorthy R, Ramachandran S (2011). Expansion mechanisms and functional divergence of the glutathione S-transferase family in sorghum and other higher plants. DNA Res.

[64] Xu J, Zheng AQ, Xing XJ, Chen L, Fu XY, Peng RH (2018). Glutathione S transferase gene ( VvGSTF13) Show enhanced tolerance to abiotic stress. Biochem.

[65] Kumar S, Asif MH, Chakrabarty D, Tripathi RD, Dubey RS, Trivedi PK (2013). Differential expression of rice lambda class gst gene family members during plant growth, development, and in response to stress conditions. Plant Mol Biol Report.

[66] Moons A (2005). Regulatory and functional interactions of plant growth regulators and plant glutathione S-transferases (GSTs). Vitam Horm.

[67] Moons A (2003). Osgstu3 and osgtu4, encoding tau class glutathione S-transferases, are heavy metal- and hypoxic stress-induced and differentially salt stress-responsive in rice roots. FEBS Lett.

[68] Guo AY, Zhu QH, Chen X, Luo JC (2007). GSDS: a gene structure display server. Yi Chuan.

[69] Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L (2009). MEME suite: tools for motif discovery and searching. Nucleic Acids Res.

[70] Chen C, Chen H, Zhang Y, Thomas HR, Frank MH, He Y (2020). TBtools: an integrative toolkit developed for interactive analyses of big biological data. Mol Plant.

[71] Mo Z, Luo W, Pi K, Duan L, Wang P, Ke Y (2022). Comparative transcriptome analysis between inbred lines and hybrids provides molecular insights into K+ content heterosis of tobacco (Nicotiana tabacum L.). Front Plant Sci.

[72] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^-ΔΔCT^ method. Methods.

How the deposited data were processed for this re-analysis (not part of the article)

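RNA from leaf, stalk and root of 6 tobacco materials was sequenced, with 3 libraries for each material and tissue and 54 in all. The authors deposited 1 table per tissue with FPKM values for 69500 genes, and their notes name HISAT2, StringTie and RSEM without versions or options. The deposited FPKM values were used as they are. The unit rests on the legend of Fig. 6, since the sums per library are so even that the values could also be TPM. Each deposited column was taken to belong to the material and tissue in its name, and the 3 columns of a group were treated as its replicates.
The files hold no read counts, so the total depth is unknown. Relative depth was estimated from the lowest values of 3571 genes, with at least 182 genes for each library, and the highest estimate was 1.63 times the lowest. The thresholds of this estimate were set after looking at the values, and 2 versions of it were tried. Estimates from separate sets of the genes differed by a ratio of at most 1.027, which shows their precision and not their accuracy. Tested on simulated data made of whole fragments, the method came within a ratio of 1.001 of the true depths. The deposited values are mostly not such whole steps: of 46965 ratios between 1.5 and 3.5 steps, 30.6% lay within 0.1 of a whole number with the fitted depths and 21.8% without them, against 20.0% by chance and 98.0% in the simulated data. The relative depths are therefore approximate, and no counts were derived from them.
Tissues were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with tissue and material as terms and a trend of the variance with the level. Genes with at least 1 FPKM in at least 3 libraries of the fit were kept. Differences among materials were tested within each tissue with limma's F test, and each material was set against the mean of the other 5. A member was called specific to a material at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The p-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes kept. Sets were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry. The sets were the whole family and its Tau, Phi, Lambda, Zeta and DHAR members from Table S1. The 13 duplicated pairs of Table S2 were tested for a change of their log2 ratio between root and leaf. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the exact and permutation tests (100000 resamples), for the 45 correlations within tissues and for the ranks, and matplotlib 3.10.9 for the plots.
Before the data were examined, the tests, 97 alternatives and the rule for the genes to be named were written down. The rule takes the 6 genes of Fig. 6, the 10 members with the largest log2 fold change in each contrast among those called and changed in the same direction in all 6 materials, the 5 members per tissue with the smallest adjusted p among materials, each member specific to a material, the 3 members with the highest mean in each tissue and the members of called pairs. For genes outside the family the deposited files give no names, and a few identifiers with the largest changes are given. The alternatives were other pseudocounts (0.1 and 0.01), filters and scalings, limma without the trend, a block for the replicate numbers, each replicate and each material left out, and other units for the correlations. Fits without single libraries were added after the values had been seen.
The limma fits were tested on simulated data with 100 changed genes per fold size. Between 18 root and 18 leaf libraries, 84% of the genes changed by a log2 fold change of 1 and 48% of those changed by 0.5 were found, with 7 false calls. For 1 material against the other 5, 79% of genes changed by a log2 fold change of 2 were found in leaf, 80% in stalk and 71% in root, and 42%, 34% and 19% of those changed by 1. The labels were checked with genes that differ among materials in the other tissues. In simulated data with 2 exchanged leaf libraries, this check found both. The RT-qPCR measurements and stress treatments of the paper have no deposited file and were left out.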

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

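The fits without single libraries, the rule that picks the 3 libraries whose material is in doubt and the look at NtGSTU15 were chosen after the values were seen, while the test of the 196 genes and the tests that weigh the 3 patterns below were chosen after the number and the patterns were seen but before their own outcomes.
Roots and leaves differ in many genes outside the family, which the paper does not report on. Between root and leaf the largest falls and rises on the log2 scale were those of Nitab4.5_0002207g0050 (-11.36) and Nitab4.5_0001382g0020 (-9.85), and of Nitab4.5_0000013g0390 (8.92) and Nitab4.5_0000477g0200 (8.21). Their means were 0.671 FPKM in root and 4759 in leaf, 1.57 and 2413, 563.9 and listed at 0, and 411.9 and 0.4. The files do not pair these identifiers with names. Called by limma were 28699 genes between root and stalk, 29323 between stalk and leaf and 31414 between root and leaf. Of 100 random assignments of the libraries to tissues, the real one included, only 1 gave as many in each contrast, and the highest of the others gave 6862, 3424 and 15072. For the family 51, 35 and 50 members were called, again with 1 assignment as large in each contrast and at most 6, 4 and 16 in the others, so chance can be excluded for these counts. It cannot be excluded for the number of sets called by camera, which was 2 between root and stalk (44 of 100 assignments gave as many, at most 3), 3 between stalk and leaf (7 of 100, at most 3) and 1 between root and leaf (62 of 100, at most 4).
Genes outside the family also differed among the 6 materials, 576 in leaf, 145 in stalk and 118 in root. Of 100 random assignments of the libraries to materials, the real one included, 3, 2 and 2 gave as many. Counts this large were thus uncommon by chance, but chance is not excluded. The highest of the others gave 3278, 366 and 297 genes, and in leaf this is several times the real count, which points to a structure of the libraries other than the material. The tissue differences of 196 genes varied among the materials by a test of the interaction in limma, and 10 of 100 assignments gave as many (at most 3098), so chance cannot be excluded there. For the members, 0 differed among materials in each tissue by limma's F test (4, 4 and 1 at an unadjusted p under 0.05), a count that all 100 assignments reach by definition (at most 10 in leaf, 1 in stalk and 1 in root). The 1 member specific to a material in leaf, NtGSTU32, was matched by 5 of 100 assignments (at most 4), so chance cannot be excluded. The counts of 0 in stalk and root are reached by all 100 (at most 4 and 7).
Libraries of 1 material lay no closer to each other than to those of other materials. The median correlation within and between materials was 0.927 and 0.931 in leaf, 0.919 and 0.921 in stalk and 0.908 and 0.915 in root (one-sided permutation p = 0.526, 0.603 and 0.531). Wide mislabelling is argued against, since genes that differ among materials in the other tissues assign 17 of 18 leaf, 16 of 18 stalk and 16 of 18 root libraries to the material of their label. Quantile normalization left the best match within their own material for 7 of 54 libraries, as before it, and median-of-ratios scaling gave 8. A correlation hardly depends on the scale of a library, so this outcome was nearly fixed in advance. The comparison therefore cannot decide whether the scaling of the libraries plays a part, and no conclusion is drawn from it. Single labels stay open for leaf VxG88 2 (nearest GDH88), stalk VxG88 1 (nearest HxB) and root GDH88 2 (nearest VxG88), as does the state of the sampled plants, which was not tested.
In stalk NtGSTU40 and NtGSTT2 stood far above the other libraries in Va116 2, at 240.64 and 714.42 FPKM against medians of 30.83 and 163.62 in the other 17. The Tau member NtGSTU15, chosen after its value was seen, was at 280.37 against a median of 2.44. RNA of root in that library is argued against, since genes high in root and near 0 in the other stalk libraries had a median of 0% of their root level there, and NtGSTU20 was at 0.05 FPKM. A scaling of the whole library (median ratio 0.79 to the other 17) and a wrong label (r = 0.943 with its own material) are argued against too. A response of these plants to stress or wounding may be behind the levels and was not tested.
In root NtDHAR3 ran opposite to NtGSTF4, NtGSTT2 and NtGSTU40, with a mean of the 3 correlations of -0.504, against 0.237 in leaf and -0.0934 in stalk. None of the 3 passed after adjustment, and the difference between tissues was not tested. Differences between the 6 materials are argued against as the whole source, since with each library set against its material's mean the value was -0.437. Scaling cannot be told apart from a shared regulation of these genes: after median-of-ratios scaling the value was -0.361, between the bounds set for either outcome. A shift in the mix of root tissues may also give such a pattern and was not tested.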

How the results depend on the processing

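The fits without the stalk library Va116 2 and without the libraries that match another material were chosen after the values were seen. Between tissues the counts of members stayed within 1.5 times in 125 of 126 alternatives. The 6 genes kept direction and call in 381 of 393. The 30 named results of members kept direction and call in 625 of 625. These members were picked in the same data for large, called changes of 1 direction in all 6 materials. Their outcome was therefore nearly fixed in advance and says little about other members. With a mean of at least 5 FPKM, which leaves fewer genes to test, 5480 genes were higher and 11289 lower in root against stalk, 10206 and 7280 in stalk against leaf, 8805 and 9122 in root against leaf, and 21 members were higher in root than in leaf. Median-of-ratios scaling moved the share of higher calls in root against stalk from 39.5% to 54.1%. In log2 fold change of root against leaf, NtGSTT2 gave 0.26 and NtGSTZ1 0.16 under quantile normalization, NtGSTT2 0.38 without material Basma, 0.43 without Hongda and 0.46 without HxB, and NtDHAR3 -0.021 without GDH88. None of these values passed. As rank percentile, where differences are percentile points and cannot be compared in size with log2 fold changes, root against leaf gave 0.58 for NtGSTT2 and -0.015 for NtDHAR3, and stalk against leaf gave -0.34 for NtGSTU40, none of which passed. Leaving out each replicate in turn gave log2 fold changes of -0.20 to 0.76 for NtGSTU40 in stalk against leaf and 0.39 to 0.50 for NtGSTT2 in root against leaf. Of these fits, NtGSTT2 passed only in that without replicate 2. With an estimated correlation the sets gave adjusted p-values of 0.208 (whole family and Tau) and 0.126 (Lambda) in stalk against leaf and 0.179 (Tau) in root against leaf. The pair NtGSTU29 and NtGSTU33 changed its log2 ratio by 0.99 with a pseudocount of 0.1, where it passed, and by -0.052 to 0.16 with a replicate left out, NtGSTU14 and NtGSTU17 by 0.28 to 0.90, no longer passing without replicate 1, and NtGSTU14 and NtGSTU40 by -0.95 to -0.072, passing without replicate 1. Among materials, 275 genes differed in leaf, 67 in stalk and 61 in root with a mean of at least 5 FPKM, and 884, 606 and 1299 with all 54 libraries in 1 fit. In that fit 1 member in stalk and 4 in root differed, 0 in leaf, 1 in stalk and 5 in root were specific, and NtDHAR3 in root of GDH88 passed at a log2 fold change of 1.02. Members differing in leaf came to 1 with a pseudocount of 0.1 and 1 with 0.01. Specific members in leaf came to 0 with no filter, 0 with a mean of at least 5 FPKM, 0 with median-of-ratios scaling, 0 with quantile normalization and 0 without the library that matches another material, and genes differing in root to 204 without theirs. NtGSTU40 in stalk of Va116 was at a log2 fold change of -0.89 without the stalk library Va116 2 and at -1.07 to 1.69 with a replicate left out. With a replicate left out, 2 libraries per material remain. In these fits 115 to 189 genes differed in leaf, 23 to 178 in stalk and 5 to 67 in root. Of the members, 0 to 1 differed in stalk and 0 to 1 in root. Specific members numbered 0 in leaf in each of these fits, 0 to 7 in stalk and 0 to 1 in root. Of genes between Hongda and Basma by a log2 fold change of at least 2 in leaf, HxB lay between them in 56.3%. The correlations depended on their unit and kept direction and call in 115 of 168 alternatives, where a value over all tissues counts for each of the 3 tissues. Over 6 material means, NtDHAR3 gave 0.0500 with NtGSTF4 in leaf and 0.523 in stalk, and -0.243 with NtGSTZ1 in stalk, and NtGSTT2 with NtGSTU40 gave -0.696 in leaf, 0.904 in stalk and 0.638 in root. As residuals from the material means, NtDHAR3 gave 0.606 with NtGSTT2 in leaf, which passed, and 0.0182 with NtGSTU40 in stalk, and NtGSTU40 with NtGSTZ1 gave 0.0872 in leaf and -0.175 in root. On log2(FPKM + 1), NtDHAR3 gave 0.0223 with NtGSTU40 in stalk and -0.671 with NtGSTT2 in root, which passed, and without the stalk library Va116 2 it gave 0.0064 with NtGSTU40 in stalk. Pooled over 54 libraries, which mixes the tissues, NtDHAR3 gave 0.0252 with NtGSTF4, -0.311 with NtGSTT2, 0.0256 with NtGSTU40 and 0.364 with NtGSTZ1, and NtGSTU40 gave 0.322 with NtGSTT2 and 0.443 with NtGSTZ1, both values with NtGSTZ1 passing. Pooled over 18 means the same pairs gave 0.224, -0.494, 0.235, 0.505, 0.0397 and 0.665, the last passing. Over 6 materials as means over 3 tissues, NtDHAR3 gave -0.576 with NtGSTT2, -0.683 with NtGSTU40 and -0.467 with NtGSTZ1, and NtGSTU40 gave 0.495 with NtGSTT2 and 0.708 with NtGSTZ1. With a replicate left out, NtDHAR3 with NtGSTF4 gave -0.233 to 0.490 in leaf and -0.272 to 0.303 in stalk, with NtGSTU40 0.218 to 0.715 in leaf (the highest, without replicate 2, passed) and with NtGSTZ1 -0.218 to 0.168 in stalk, while NtGSTU40 with NtGSTZ1 gave -0.262 to 0.114 in leaf and -0.102 to 0.225 in root and NtGSTT2 with NtGSTU40 0.530 to 0.966 in stalk. Negative pairs of 15 numbered 8 in stalk over 6 material means, 9 over 6 materials across tissues, and 5 to 8 in leaf with a replicate left out. By the median, NtGSTZ1 ranked 7 in stalk and NtGSTL1 53 in root, and without the stalk library Va116 2 NtGSTZ1 ranked 7 in stalk. Apart from the smaller number of genes, libraries or materials where an alternative leaves them out, the cause was not tested. Not every pair of libraries with the same column number deviated together, so the libraries were treated as sharing only a number. A batch that most of them share is not excluded by this, and the main tests in leaf do not allow for it. The paper's methods read as if root, stalk and leaf of a replicate came from the same plants, but no source says that the column numbers keep this link, so a pairing of the tissues stays possible. As a hint from the data, deviations from the group means correlated by 0.182 between leaf and stalk of a material (lowest -0.157) with the best match of their own number in 15 of 18, above the 6 that chance would give, while leaf and root gave 0.0805 and 9 of 18, and stalk and root -0.0219 and 6 of 18. Libraries with the same number from different materials also deviated together in leaf (mean correlation 0.349, over 0.1 in 33 of 45 pairs), less so in root (0.126) and not in stalk (-0.0221), so the number may stand for a shared handling in leaf. With a fixed replicate block on these numbers, members between tissues came to 37 and 14, 8 and 27, and 33 and 18. With a random replicate block, whose consensus correlation was 0.0135, they came to 37 and 14, 8 and 27, and 33 and 17, and no named result between tissues changed its call under either. With a replicate block within leaf, 1 member differed among materials and 2 were specific. The unknown depth limits what can be said of values near 0, such as NtGSTL1 in root.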

Differences from the paper's values

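None of the tests in this part was chosen after the result was seen. The correlations in Fig. 6D were read by eye, and they were compared with correlations over the 18 libraries of each tissue, of which 14 of 18 differed. A value counts as differing where the signs differ or the gap is larger than the SD of the correlation over resamples of the 18 libraries (0.0919 to 0.288), a wide tolerance, and an alternative that does not differ by this rule is said to reach the paper's value. The paper's text does not name the samples behind Fig. 6D. Of the alternatives set before the data were examined, correlations over 6 materials, each as the mean over 3 tissues, lay within the paper's values in 18 of 18 comparisons. The other alternatives differed in 12 to 16 of 18. The mean over 3 tissues and both pooled units have no tissue, so each of their values counts 3 times among the 18.
For NtDHAR3 with NtGSTZ1, the paper's value is about -0.47 in Fig. 6D, read by eye, against 0.378 in leaf and 0.0435 in stalk, and only the mean over 3 tissues reached it in both. For NtDHAR3 with NtGSTF4, the paper's value is about -0.45 (Fig. 6D, read by eye), against -0.125 in leaf and -0.0775 in stalk. The mean over 3 tissues, the residuals from material means and the fit without replicate 3 reached it in both and the fit without replicate 2 in leaf, while material means, log2 values, the fit without replicate 1 and both pooled units did not. For NtDHAR3 with NtGSTT2, it is about -0.58 (Fig. 6D, read by eye), against 0.386 in leaf and -0.139 in stalk, and the mean over 3 tissues and the 18 pooled means reached it in both while the others did not. For NtDHAR3 with NtGSTU40, it is about -0.68 (Fig. 6D, read by eye), against 0.451 in leaf, -0.0641 in stalk and -0.448 in root. The mean over 3 tissues reached it in all 3, and material means and the fit without replicate 1 in root, while the others did not.
For NtGSTU40 with NtGSTZ1, the paper's value is about 0.71 in Fig. 6D, read by eye, against -0.0345 in leaf, 0.290 in stalk and 0.0421 in root. The mean over 3 tissues and the 18 pooled means reached it in all 3, the 54 pooled libraries in leaf and the material means in root, and the others did not. For NtGSTT2 with NtGSTU40, it is about 0.5 (Fig. 6D, read by eye), against 0.922 in stalk and 0.856 in root. The mean over 3 tissues reached it in both and the fit without replicate 2 in stalk, and the others did not. In root NtDHAR3 with NtGSTF4, NtGSTT2 and NtGSTZ1, and in leaf NtGSTT2 with NtGSTU40, did not differ from the paper. The values of Figs. 6A, B and C match the means of the libraries.
The paper states that most of these genes were negatively correlated in the 3 tissues. Of the 45 correlations 23 were negative, with 9 of 15 in leaf and in root and 5 of 15 in stalk, and after adjustment 1 negative and 4 positive ones passed. Over 6 materials as means over 3 tissues, 9 of 15 were negative, as the paper states, and 0 passed. That unit came within 0.02 of all 15 values printed in Fig. 6D. The paper states that 5 of the 6 genes were highest in root, then stem, then leaf. Over the 6 materials this order held for NtGSTF4 in 6 and for NtGSTU40 in 4, and for NtDHAR3, NtGSTT2 and NtGSTZ1 in 0. NtGSTZ1 had root, leaf, stalk in 6 of 6, as the paper also states for this gene. For the family the paper gives root, then stalk, then leaf. Over the 59 members this was the order of 12, against 22 with root, leaf, stalk, and root was highest for 34, as the paper states. The paper names NtGSTF4, NtGSTT2 and NtGSTU40 as the highest in the 3 tissues, while NtGSTU40 had the fifth highest mean of the 6 in leaf.
The paper names NtGSTU40 in stalk of Va116 and NtDHAR3 in root of GDH88 as specific. Neither passed in the fit of 1 tissue (adjusted p = 0.904 and 0.329 from limma). With all 54 libraries in 1 fit, an alternative set before the data were examined, NtDHAR3 passed (adjusted p = 0.0436, in a range from 0.0436 to 0.98 over the alternatives) and NtGSTU40 did not in any alternative (0.407 to 1.0). That fit shares 1 estimate of the spread over the tissues, and NtDHAR3 varied most in root. In Table S1 the span of 4 of 59 genes is shorter than the coding length of their proteins.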

Other observations

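The test of promoter elements was chosen after other values were seen but before its own result, and no test in this part was chosen after its result was seen. Members that arose by duplication often parted in their balance of root and leaf. Of the 13 duplicated pairs in Table S2, 9 changed their log2 ratio between root and leaf. Of 100 random assignments of the libraries to tissues only the real one, 1 of 100, gave as many (at most 6 in the others). This argues against an arbitrary split of the libraries and says nothing about duplication, since 31414 of 42820 genes differed between root and leaf. Pairs that are not duplicates were not tested for comparison, and several members recur among the pairs. The largest change was that of NtGSTU3 against NtGSTU24 (log2 ratio 9.62 higher in root, standard error 0.19, adjusted p = 2.2e-43 from limma), with NtGSTU3 at 13.4 FPKM in root and 0.0461 in leaf and NtGSTU24 far higher in leaf. NtGSTU4 parted from NtGSTU39 by 5.92, the latter being listed at 0 in all root libraries (Table S2 prints NtGSTU4 as the name of both, and the second was taken as NtGSTU39 from its identifier in Table S1), and NtGSTU20 from NtGSTU35 by 4.53. NtGSTL1 moved towards leaf against NtGSTL3 (-1.58). NtGSTU17 and NtGSTU40 both rose from leaf to root, NtGSTU17 by less (-1.20). NtGSTF2 and NtGSTF5 both fell from leaf to root, NtGSTF2 by less (0.96). NtGSTU3 against NtGSTU1 gave 1.22, NtGSTU14 against NtGSTU17 gave 0.64, a call that ended without replicate 1, and NtGSTF1 against NtGSTF3 gave -0.35, the last at levels under 0.3 FPKM.
By camera with a preset correlation, the whole family (adjusted p = 1.12e-06) and the Tau members (1.36e-11) stood above other genes in root against stalk, and both held with an estimated correlation (0.0121 and 0.00138). The Tau members did so in root against leaf (0.00418), but not with an estimated correlation (0.179). In both contrasts random assignments of the libraries often gave as many called sets, so chance cannot be excluded for their number. The smaller classes had no common direction that camera could tell from other genes after adjustment, apart from the Lambda members in stalk against leaf with a preset correlation (adjusted p = 0.0359), which did not pass with an estimated one (0.126). In stalk against leaf the whole family and the Tau members were lower (adjusted p = 0.0135 for both with a preset correlation, and neither with an estimated one). With a preset correlation the adjusted p-values in root against stalk, stalk against leaf and root against leaf were 0.908, 0.163 and 0.175 for DHAR, 0.908, 0.163 and 0.24 for Phi, and 0.943, 0.209 and 0.365 for Zeta. For Lambda they were 0.943 in root against stalk and 0.121 in root against leaf, and for the whole family 0.121 in root against leaf. In root against stalk the Lambda set and the Zeta set stood on the upper side in camera while their median log2 fold changes were -0.032 and -0.17. Fry asks whether a set moves one way on balance, without comparing it with other genes. By fry the whole family rose in root against stalk (adjusted p = 5.43e-22), fell in stalk against leaf (3.03e-18) and rose in root against leaf (0.00727). In stalk against leaf fry had Lambda (1.6e-34), Phi (3.13e-18) and Zeta (2.14e-07) fall and DHAR (1.08e-15) rise. In root against leaf they moved likewise (1.14e-34, 3.85e-23, 2.21e-07 and 3.06e-10). In root against stalk Phi (2.19e-05) and DHAR (0.000722) fell, while Lambda (0.328) and Zeta (0.951) did not pass.
Of the 59 members 13 reached a mean of 1 FPKM in 1 tissue, 7 in 2 and 5 in none.
Light-responsive promoter elements were examined as a candidate source of the balance between leaf and root, since the paper's supplementary list of promoter elements holds 487 of them over the 56 members tested, 0 to 16 per member. Members with more of them did not stand lower in root against leaf. Across the members the Spearman correlation was 0.188 (permutation p = 0.168) and Pearson's r was 0.232 (permutation p = 0.0832), opposite in sign to the hypothesis, and members are not independent replicates.
Materials whose labels read as crosses were compared with their namesakes over genes that differ between these. In leaf HxB lay between Hongda and Basma for 64.5% of the genes (191 genes, exact binomial interval 58.8 to 70.0%), and VxG88 between Va116 and GDH88 for 226 of 269 genes. VxG88 also lay between Hongda and Basma for 86.8%, so in leaf this position is not particular to the namesakes. In stalk the shares were 62.9% for HxB and 72.6% for VxG88, against 62.9% and 82.6% with the pair of the other material. In root they were 67.6% and 100.0% (14 of 14 genes), against 42.9% (6 of 14) and 81.1%, higher for the namesakes but on few genes, and the differences between these shares were not tested. Among the libraries compared are root GDH88 2, which matches VxG88, leaf VxG88 2, which matches GDH88, and stalk VxG88 1, which matches HxB. The shares of VxG88 therefore depend on labels that are in doubt. Genes are not independent, and the intervals cover counting error only.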
